# MDF is a conserved splicing factor and modulates cell division and stress response in *Arabidopsis*

**DOI:** 10.26508/lsa.202201507

**Published:** 2022-10-20

**Authors:** Cloe de Luxán-Hernández, Julia Lohmann, Eduardo Tranque, Jana Chumova, Pavla Binarova, Julio Salinas, Magdalena Weingartner

## Abstract

The coordination of cell division with stress response is essential for maintaining genome stability in plant meristems. Proteins involved in pre-mRNA splicing are important for these processes in animal and human cells. Based on its homology to the splicing factor SART1, which is implicated in the control of cell division and genome stability in human cells, we analyzed if MDF has similar functions in plants. We found that MDF associates with U4/U6.U5 tri-snRNP proteins and is essential for correct splicing of 2,037 transcripts. Loss of MDF function leads to cell division defects and cell death in meristems and was associated with up-regulation of stress-induced genes and down-regulation of mitotic regulators. In addition, the *mdf-1* mutant is hypersensitive to DNA damage treatment supporting its role in coordinating stress response with cell division. Our analysis of a dephosphomutant of MDF suggested how its protein activity might be controlled. Our work uncovers the conserved function of a plant splicing factor and provides novel insight into the interplay of pre-mRNA processing and genome stability in plants.

## Abstract (precis)

MDF acts like its human homolog SART1 as a splicing factor that is important for maintenance of genome stability and correct splicing and expression of genes involved in cell division and stress response.

## Introduction

For plants as sessile organisms, the only way to survive in an ever-changing environment is to continuously adjust cell division and growth to environmental signals and stress conditions. This is especially important in meristematic cells, which are responsible for the continuous and error-free production of new cells for all plant organs. As in all other multicellular organisms, a conserved cell cycle machinery, which is controlled by the activities of conserved cyclin-dependent kinases and cyclin complexes, drives plant cells through the cell cycle. They ensure the controlled progression through the individual phases of the cell cycle, namely, gap phase 1 (G1), DNA replication (S), gap phase 2 (G2), and mitosis (M) (Shimotohno et al, 2021).

To maintain genome integrity during cell division, cells need to respond to DNA damage signals by activating the so-called DNA damage response (DDR) pathway. The DDR is controlled by two conserved kinases, Ataxia-telangiectasia mutated (ATM) and ATM and RAD3-related (ATR). Upon activation, they phosphorylate a plant-specific NAM-ATAF1/2-CUC2 (NAC) transcription factor, SUPPRESSOR OF GAMMA RESPONSE 1 (SOG1). Once being activated, SOG1 induces factors that lead to inhibition of cell cycle progression, activation of DNA repair (Culligan et al, 2006; Yoshiyama et al, 2009; Yi et al, 2014), and induction of cell death, if the cellular damage cannot be repaired (Furukawa et al, 2010; Johnson et al, 2018). SOG1-mediated cell cycle arrest was shown to occur at the G2 phase of the cell cycle through transcriptional induction of cyclin-dependent kinase inhibitors (Yi et al, 2014; Ogita et al, 2018) and the NAC transcription factors ANAC044 and ANAC085. This leads to stabilization of MYB3R repressors (Rep-MYBs) which inhibit the expression of genes required for the transition to mitosis (Takahashi et al, 2019).

Regulation of precursor-messenger RNA (pre-mRNA) splicing is a very effective mechanism that allows cells to rapidly adjust their transcriptional program to stressful conditions. In all eukaryotic cells, pre-mRNA splicing is catalyzed by the spliceosome, which is formed by the ordered interaction of four small ribonucleoprotein particles (snRNPs), named U1, U2, U4/U6, and U5 snRNPs, and additional splicing factors with the pre-mRNA (Will & Luhrmann, 2011). The splicing process is triggered by binding of U1 and U2 snRNPs to the 5′splice site and branching point, respectively. Subsequently, pre-assembled U4/U6 snRNPs interact with U5 snRNPs to form the U4/U6.U5 tri-snRNP. Only under splicing conditions, the tri-snRNP becomes integrated into the spliceosome forming the pre-catalytic splicing complex. Major structural changes during which numerous U4/U6– and U5 snRNP–associated proteins including the LSM2-8 complex are released lead to formation of the catalytically active spliceosome. After completion of the splicing reactions, the spliceosome is dismantled and the tri-snRNP is re-formed and takes part in new rounds of splicing (Wan et al, 2020; Wilkinson et al, 2020).

The importance of splicing proteins during DDR in animal and human cells is well established, and a large part of the transcriptional reprogramming during DDR was shown to be mediated by mechanisms regulating mRNA processing and transcript stability (Dutertre et al, 2011; Boucas et al, 2012). In plants, the role of splicing factors during response and adaption to various abiotic stress conditions is well established (Laloum et al, 2018; Ling et al, 2021; Martin et al, 2021). For instance, for several core components of the spliceosome, such as the LSM2-8 complex or the U5-snRNP protein STABILIZED1 (STA1), a crucial role during adaption to salt and temperature stress was established (Carrasco-Lopez et al, 2017; Kim et al, 2017). In addition, serine/arginine (SR)–rich SR proteins were shown to act as important splicing regulators during environmental responses. One prominent example is the SR-like protein SR45 that is an important regulator of developmental processes (Ali et al, 2007; Carvalho et al, 2010; Chen et al, 2019) and stress tolerance (Carvalho et al, 2016; Albaqami et al, 2019). However, it is not well understood to what extent plants use the splicing machinery for regulating DDR pathways (Nimeth et al, 2020).

The purified tri-snRNP from human cells contains about 30 proteins, and corresponding *Arabidopsis* homologs have been annotated (Koncz et al, 2012). One of them is MERISTEM DEFECTIVE (MDF), which is the *Arabidopsis* homolog to the human protein SQUAMOUS CELL CARCINOMA ANTIGEN RECOGNIZED BY T CELLS 1 (SART1). SART1 is only found in assembled tri-snRNP complexes and released form the spliceosome before its catalytic activation (Hacker et al, 2008). It was shown to be necessary for the association of the tri-snRNP with the pre-spliceosome but not for the stability of the tri-snRNP itself (Makarova et al, 2001). Likewise, its yeast homolog SNU66 is copurified with U4/U6.U5 tri-snRNPs (Gottschalk et al, 1999; Stevens & Abelson, 1999) and is important for efficient pre-mRNA splicing in *Saccharomyces cerevisiae* (van Nues & Beggs, 2001). *SART1* was originally identified as a tumor antigen in a range of cancers recognized by T cells (Kikuchi et al, 1999). Its expression was highly induced in different cancer cell lines and cancer tissue (Allen et al, 2012). Moreover, siRNA-based silencing revealed SART1 as an essential factor for cell division whose depletion was associated with cell division defects and induction of apoptosis (Kittler et al, 2004). MDF shares 38.9% overall sequence similarity with SART1. Based on its N-terminal putative RS domain–containing arginine residues alternating with serine, glutamate, or aspartate dipeptides, MDF is like SART1, an SR-like protein (Neugebauer et al, 1995; Blencowe et al, 1999; Casson et al, 2009). Published data have shown that MDF expression occurs mainly in dividing cells and that the *mdf-1* mutant showed impaired primary root development. These defects were associated with reduced cell division and cell elongation and mis-expression of genes involved in auxin regulation (Casson et al, 2009). Two independent phospho-proteomic screens have shown that MDF was phosphorylated at Serine 22 (S22) in proliferating cells (Roitinger et al, 2015; Waterworth et al, 2019), and this phosphorylation was increased upon DNA damage treatment (Roitinger et al, 2015).

In this study, we analyzed if MDF has a conserved function in pre-mRNA splicing in *Arabidopsis* and how this was related to its role during cell division and meristem development. We show that MDF is associated with plant tri-snRNP complexes, localizes to nuclear speckles, and is important for correct splicing of numerous genes involved in developmental and signaling processes. MDF loss of function led to cell cycle arrest at the G2/M transition and increased endoreduplication levels. This phenotype was associated with altered expression of proliferation-associated genes, down-regulation of mitotic genes, and constitutive up-regulation of stress-related genes. Our analysis of a dephosphomutant version of MDF showed that MDF phosphorylation at S22 is important for its function in maintaining cell division activity in meristems. The interplay between pre-mRNA splicing and plant DDR was further addressed by assessing the sensitivity of mutants with impaired splicing activity to DNA damaging conditions. Thus, our work provides new insight into the role pre-mRNA processing in controlling cell division, development, and the expression of stress response genes in plants.

## Results

### The short root phenotype of *mdf-1* and *mdf-2* is associated with cell cycle arrest at the G2/M transition

To assess how MDF loss of function affects cell proliferation in plants, we analyzed root apical meristem (RAM) development in WT, the two previously described T-DNA insertion lines for MDF *mdf-1* and *mdf-2* (Casson et al, 2009) and a complementation line for *mdf-1* harboring a construct in which the genomic region of *MDF* including 3,000 bp upstream of the start ATG was fused at the C-terminus to GFP (*mdf-1::pMDFMDFg*). Root length measurement over a time course from 1 to 10 days after germination (dag) confirmed that in both mutants, root growth was strongly delayed compared with WT and *mdf-1::pMDFMDFg* (Fig 1A). By confocal imaging of propidium iodide (PI)–stained root tips (Fig 1B), we verified that in both *mdf* mutant lines, the cell division zone of the RAM was reduced as compared with WT and the complementation line. Quantification of the number of dividing cells in the cortical cell layer proved that the shorter meristem was because of a reduced number of dividing cells (Fig 1C). Furthermore, the PI staining revealed that the absence of MDF lead to the accumulation of dead cells in the cell division zone of the RAM, which was not observed in the WT or the complementation line (Fig 1B and D). The presence of dead cells in the meristem of *mdf-1* but not in WT or the complementation line was further confirmed by confocal analysis of root tips stained with fluorescein diacetate (FDA) (Fig S1A). Spontaneous induction of cell death is indicative for impaired genome stability and can be caused by defects during progression through mitosis (Hu et al, 2016; Nisa et al, 2019). To understand at which stage of cell division meristematic cells were arrested, we performed immunolabelling of microtubules in root tip cells. The quantification of microtubule arrays of six dag seedlings revealed that the number of cells showing mitotic microtubular arrays was reduced in *mdf-1* and *mdf-2* compared with WT. In contrast, the number of cells exhibiting a preprophase band marking the G2/M transition was significantly increased (Figs 1E and S1B), indicating that the transition from G2 phase of the cell cycle to mitosis was impaired in the mutants. Genome instability and decreased division rates were shown to be associated with the premature onset of endoreplication (Adachi et al, 2011). Therefore, we measured the nuclear DNA content in 10 dag seedlings of WT, *mdf-1*, and *mdf-2* by flow cytometry and found that in both mutant lines, the level of endoreplication was significantly increased (Figs 1F and S1C). We also assessed shoot apical meristem activity by quantifying the number of seedlings that formed true leaves at 10 dag. In this assay, only *mdf-1* but not *mdf-2* showed a significant difference to WT (Fig 1G), indicating that in *mdf-1*, not only root but also shoot meristem development was affected. As published previously, the insertion in *mdf-1* is located in intron 9, whereas in *mdf-2*, it lies within exon 9 (Casson et al, 2009). By RT-qPCR analyses, we found that in both mutant lines, the region upstream of the T-DNA insertion sites was still expressed, whereas the part of the gene downstream of the insertion sites, which includes the conserved SART1 domain, was not expressed in *mdf-1* but still highly accumulated in *mdf-2* (Fig S1D and E). This truncated version of MDF might still be partially functional which would explain the phenotypic difference between *mdf-1* and *mdf-2* mutant lines (Figs 1A–G and S1C). In summary, our phenotypic analyses showed that the defective meristem development in *mdf* mutants was associated with reduced cell division rates because of a G2-specific cell cycle arrest, genome instability, and increased levels of endoreplication.

**Figure 1.**
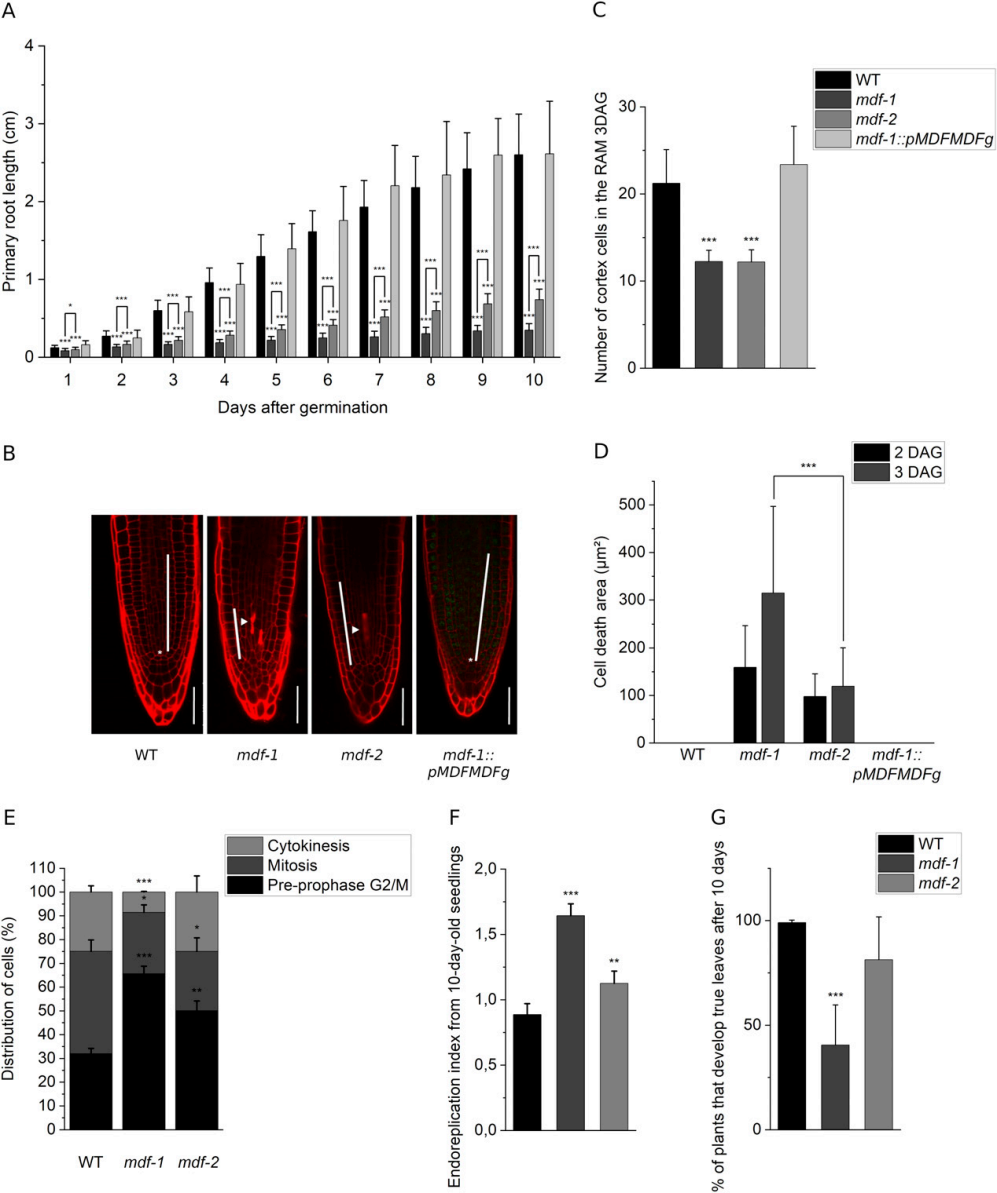
Short root phenotype of *mdf-1* and *mdf-2* is associated with cell cycle arrest at the G2/M transition. **(A)** Primary root length from 1 until 10 days after germination (dag) of WT (n = 62, 137, 97, 74, 74, 75, 75, 74, and 75), *mdf-1* (n = 48, 65, 69, 55, 53, 41, 50, 44, and 45), *mdf-2* (n = 46, 57, 63, 51, 51, 51, 50, 52, 49, and 50), and *mdf-1::pMDFMDFg* (n = 72, 160, 161, 166, 223, 68, 66, 63, and 148). Statistical significance was determined in comparison to WT and *mdf-1*. **(B)** Representative confocal images of propidium iodide-stained root tips of WT, *mdf-1*, *mdf-2*, and *mdf-1::pMDFMDFg* 3 dag seedlings. Asterisk shows the quiescent center (QC). Arrowhead marks dead cells. White bar indicates the division zone. Scale bar: 50 μm. **(C)** Number of dividing cells in the cortical layer of three dag seedlings of WT (n = 40), *mdf-1* (n = 36), *mdf-2* (n = 21), and *mdf-1::pMDFMDFg* (n = 24). Statistical significance was determined in comparison to WT. **(D)** Quantification of the cell death area of root tips of WT (n = 21 and n = 22), *mdf-1* (n = 21 and n = 95), *mdf-2* (n = 33 and n = 59), and *mdf-1::pMDFMDFg* (n = 19 and n = 25) lines at 2 and 3 dag. **(E)** Analyses of immunolabeled mitotic microtubular arrays in root tips of WT (n = 348), *mdf-1* (n = 269), and *mdf-2* (n = 284) six dag seedlings. Percentual distribution of cells accumulated in G2/M with preprophase bands (G2/M, pre-prophase); pro, meta, and anaphase spindle (mitosis); and with phragmoplast (cytokinesis) was determined. **(F)** Endoreplication index determined from flow cytometry data measured in WT (n = 7), *mdf-1* (n = 3), and *mdf-2* (n = 4) 10 dag seedlings. **(G)** Percentage of plants developing true leaves after 10 d for WT, *mdf-1*, and *mdf-2*. Average of at least four independent experiments with at least 20 plants per line, condition, and experiment is represented. Average ± SD is represented. *P < 0.05; **P < 0.005; ***P < 0.0005 as determined by a two-tailed *t* test.

**Figure S1.**
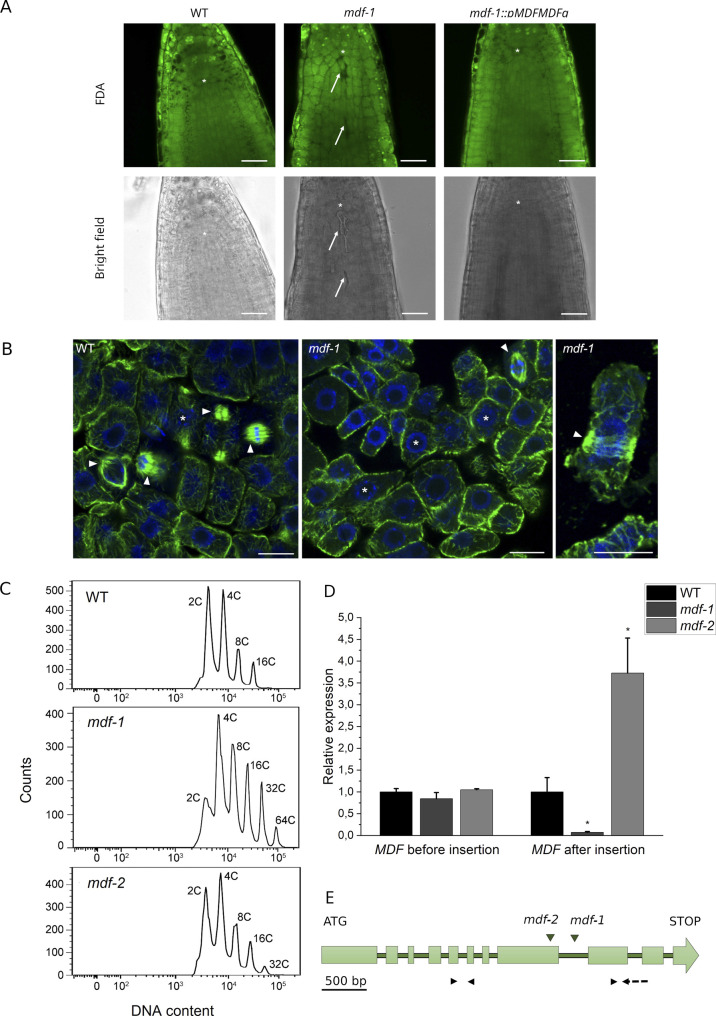
Analysis of *mdf-1* and *mdf-2* mutant seedlings. **(A)** Representative confocal images of fluorescein diacetate–stained root tips of WT, *mdf-1*, and *mdf-1::pMDFMDFg* 3 days after germination (dag) seedlings. Upper panels show fluorescein diacetate-associated fluorescence and lower panels show bright-field image. Asterisk marks the quiescent center (QC). Arrow marks dead cells. Scale bar: 25 μm. **(B)** Representative confocal images of six dag root tip cells of WT (left panel) and *mdf-1* (center and right panels) immunolabeled for α-tubulin (α-tubulin green, DAPI blue). Cells exhibiting mitotic microtubule arrays (spindle and phragmoplast) are marked by an arrowhead and those showing a preprophase band by an asterisk. The right panel shows a representative cell exhibiting a broad preprophase band indicative of impaired G2/M transition. Scale bars:10 μm. **(C)** Representative DNA content histograms determined by flow cytometry of WT (n = 7), *mdf-1* (n = 3), and *mdf-2* (n = 4) 10 dag seedlings. **(D)** RT-qPCR analysis of *MDF* expression in three biological replicates of three dag root tips of WT, *mdf-1*, and *mdf-2*. *P < 0.05 as determined in comparison to WT by a one-way ANOVA post hoc Tukey–Kramer test. Average ± SD is shown. **(E)** Schematic representation of *MDF* CDS. Big light green boxes represent exons and small dark green boxes represent introns. T-DNA insertion positions for *mdf-1* and *mdf-2* are represented by green arrowheads. Black arrowheads indicate approximate annealing positions of the primers used for testing *MDF* expression before and after the T-DNA insertion. The dashed line on the reverse primer for testing the expression after the T-DNA insertion shows that this primer only binds to exonic regions.

### MDF associates with U4/U6.U5 tri-snRNP proteins

To assess if MDF as its human homolog hSART1 associates with the U4/U6.U5 tri-snRNP complexes in plant cells, we analyzed its interaction with LSM8, a core component of the tri-snRNP. LSM8 defines and confers specificity to the nuclear heteroheptameric ring complex LSM2-8 that binds and stabilizes the U6 small nuclear RNA, which is part of the U6 snRNP and, therefore, of the U4/U6.U5 tri-snRNP complex (Beggs, 2005; Tharun, 2009). To show that MDF was associated with this complex, we performed co-immunoprecipitation experiments, in which LSM8-GFP and putative interaction partners were co-immunoprecipitated using an anti-GFP antibody followed by tandem mass spectrometry (IP-MS/MS). MDF was among the proteins that specifically and abundantly co-purified with LSM8-GFP in three independent experiments (Table 1). To confirm the interaction, we performed bimolecular fluorescence complementation (BiFC) experiments using constructs harboring full-length ORF of *MDF* and *LSM8* fused at the N-terminus to either the C-terminal or N-terminal half of YFP. As expected, co-expression of these constructs produced a bright YFP-derived fluorescence signal, which was mainly seen in the nucleus (Fig 2A). No fluorescence was detected in control experiments using MDF and LSM1a ORFs (Fig 2A). Next, we used fluorescence resonance energy transfer (FRET)–based fluorescence lifetime imaging to test for colocalization and physical interaction of MDF-GFP with LSM8-mCherry in tobacco leaf epidermis cells. We found that MDF-GFP and LSM8-mCherry signals overlapped in the nucleoplasm, whereas only MDF-GFP was concentrated in the nucleolus and in nuclear condensates (Fig 2B). For FRET-FLIM measurements, constructs fused to GFP were used as donors and plasmids containing the fluorescent mCherry tag acted as acceptors. Our measurements revealed that there was no significant difference in the fluorescence lifetime of MDF-GFP in cells expressing MDF-GFP alone compared with those expressing both MDF-GFP and LSM8-mCherry. However, consistent with previous results (Perea-Resa et al, 2012), a significant change in fluorescence lifetime occurred upon co-expression of LSM8-GFP and LSM2-mCherry (Fig 2C). These data indicated that LSM8 physically interacted with LSM2, as expected, but not with MDF. In addition, yeast 2-hybrid (Y2H) experiments were carried out and confirmed the physical interaction between LSM8 and LSM2 but not between LSM8 and MDF (Fig S2A). Human SART1 was shown to physically interact with the tri-snRNP component hPERP6 (Liu et al, 2006). Therefore, we also tested if MDF interacts with the plant homolog of hPERP6 named STA1 (STABILIZED1) and found that these two proteins physically interact in yeast (Figs 2D and S2B). We next tested whether the nuclear condensates, which were seen in MDF-GFP–expressing cells, represented nuclear speckles containing spliceosome proteins. To this end, MDF-GFP was co-expressed with SR45-mCherry, which was previously shown to localize, like many other splicing proteins, to nuclear speckles in plant cells (Ali et al, 2008). Indeed, we found that 76% of cells co-expressing MDF-GFP and SR45-mCherry showed nuclear condensates (n = 40). In each of these cells, the signals for MDF-GFP and SR45-mCherry overlapped (Fig 2E). Together, these data showed that MDF was a nuclear protein that associates with plant tri-snRNP complexes and colocalizes with other spliceosome proteins in nuclear speckles.

**Table 1.** Mass spectrometry results of MDF protein co-immunoprecipitating with LSM8-GFP.

Accession	Description	Score	Coverage
R1			
Q9LFE0	SART-1 family protein DOT2 OS = *Arabidopsis thaliana* GN = DOT2 PE = 1 SV = 1 - [DOT2_ARATH]	162,4486099	6,59
	A2	Sequence	Protein Group Accessions
	High	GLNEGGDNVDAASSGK	Q9LFE0
	High	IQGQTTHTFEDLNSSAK	Q9LFE0
	High	NSDTPSQSVQR	Q9LFE0
	High	EASALDLQNR	Q9LFE0
R2			
Q9LFE0	SART-1 family protein DOT2 OS = *Arabidopsis thaliana* GN = DOT2 PE = 1 SV = 1 - [DOT2_ARATH]	198,5233817	7,93
	A2	Sequence	Protein Group Accessions
	High	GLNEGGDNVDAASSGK	Q9LFE0
	High	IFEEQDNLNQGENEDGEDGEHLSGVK	Q9LFE0
	High	NSDTPSQSVQR	Q9LFE0
	High	VVEGGAVILTLK	Q9LFE0
R3			
Q9LFE0	SART-1 family protein DOT2 OS = *Arabidopsis thaliana* GN = DOT2 PE = 1 SV = 1 - [DOT2_ARATH]	210,6966728	12,2
	A2	Sequence	Protein Group Accessions
	High	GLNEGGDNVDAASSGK	Q9LFE0
	High	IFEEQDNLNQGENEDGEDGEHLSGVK	Q9LFE0
	High	NSDTPSQSVQR	Q9LFE0
	High	mLPQYDEAATDEGIFLDAK	Q9LFE0
	High	VVEGGAVILTLK	Q9LFE0
	High	KPESEDVFmEEDVAPK	Q9LFE0

Results of the MS analyses showing the score, coverage, and sequence of the peptides that were identified for MDF in each of the three Co-IP experiments using LSM8-GFP as bait.

**Figure 2.**
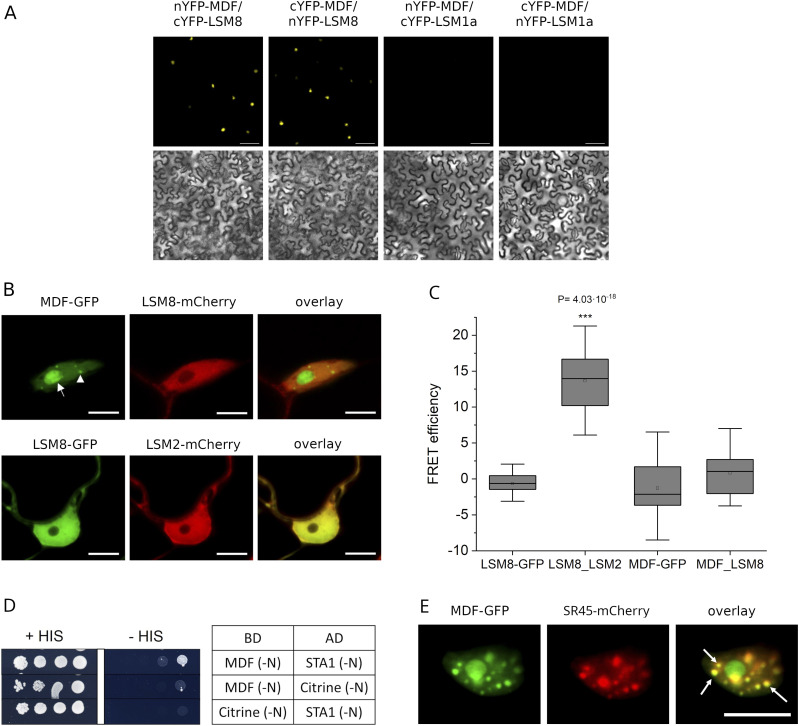
MDF interacts with LSM8 and localizes to nuclear speckles. **(A)** Representative confocal images of BiFC assays showing reconstitution of YFP fluorescence in the nucleus of epidermal cells of *Nicotiana benthamiana* leaves in which nYFP-MDF and cYFP-LSM8 as well as cYFP-MDF and nYFP-LSM8 are co-expressed. No fluorescence is seen upon co-expression of nYFP-MDF and cYFP-LSM1a or cYFP-MDF and nYFP-LSM1a. Upper panels show fluorescence images and lower panels show bright field images. Scale bar: 75 μm. **(B)** Representative confocal images showing GFP (green) and mCherry (red)-derived fluorescence upon co-expression of MDF-GFP and LSM8-mCherry in *Nicotiana benthamiana* leaf epidermis cells. MDF localizes to the nucleolus (arrow) and co-localizes with LSM8-mCherry in the nucleoplasm. Scale bar: 9.7 μm. **(C)** Box graphs representing FLIM-fluorescence resonance energy transfer efficiencies (%) measured in *Nicotiana benthamiana* leaf epidermis cells expressing LSM8-GFP alone or in combination with LSM2-mCherry or MDF-GFP alone or together with LSM8-mCherry. Fluorescence resonance energy transfer efficiency was significantly higher in samples co-expressing LSM8-GFP and LSM2-mCherry (*P < 0.0001; two-tailed *t* test). **(D)** Yeast two-hybrid (Y2H) assay showing physical interaction between MDF and STA1. Growth of serial dilutions of yeast colonies was followed on medium without tryptophan and leucine (+HIS) and selective medium without tryptophan, leucine, and histidine (−HIS). BD, DNA-binding domain; AD, activation domain; interactions with BD and AD vectors containing citrine were used as negative controls. **(E)** Representative confocal images showing GFP (green) and mCherry (red)-derived fluorescence upon co-expression of MDF-GFP and SR45-mCherry in *Nicotiana benthamiana* leaf *epidermis* cells. Arrows indicate nuclear speckles in which both fluorescence signals overlap.

**Figure S2.**
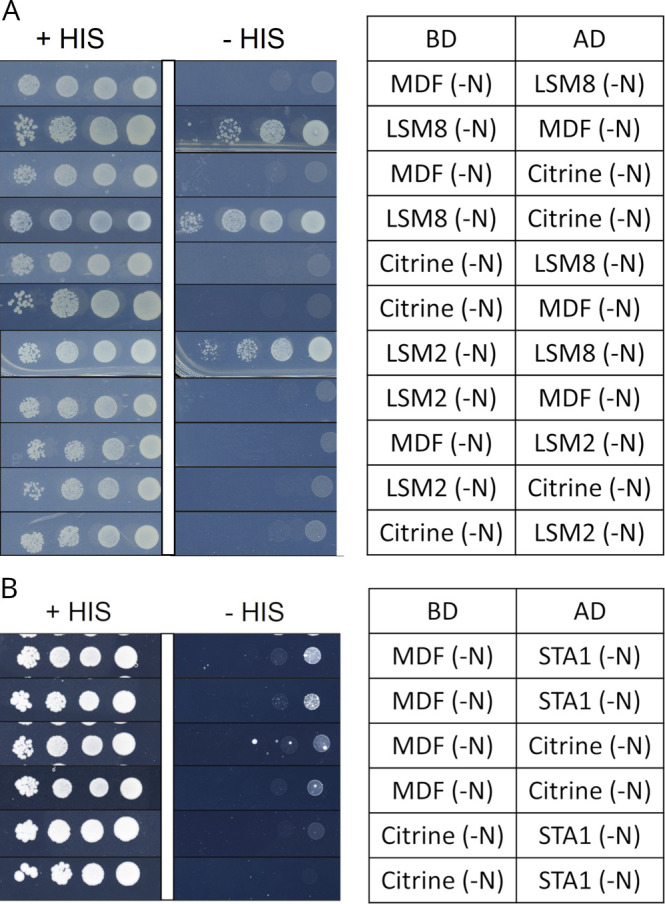
Yeast two-hybrid (Y2H) assays. **(A, B)** Yeast two-hybrid (Y2H) assays confirming physical interaction between LSM8 and LSM2 but not between LSM8 and MDF (A) and confirming interaction between MDF and STA1 in two additional independently transformed yeast colonies **(B)**. Growth of serial dilutions of yeast colonies was followed on medium without tryptophan and leucine (+HIS) and selective medium without tryptophan, leucine, and histidine (−HIS). BD, DNA-binding domain; AD, activation domain; N, N-terminally tagged. Interactions with BD and AD vectors containing citrine were used as negative controls. LSM8 shows autoactivation in the BD vector.

### MDF is important for correct splicing of transcripts involved in transcriptional control and signaling

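RNA was extracted from 12-day-old seedlings of the WT accession Columbia and of *mdf-1*, a line with a T-DNA insertion in *MDF*, and each of the 3 biological replicates per genotype gave 1 library. The authors removed low-quality reads, aligned the rest to the TAIR10 genome with HISAT2 and deposited the number of reads counted on each of 32998 genes in each library, without normalization. The text does not name the program that counted the reads. In *mdf-1* between 44738352 and 45418026 reads per library were counted on genes, with a median of 44990268. In WT the range was 47175914 to 50088386, with a median of 47683535. The upper limit that a count of 0 allows is 3 counts, which is between 5.99e-06% and 6.71e-06% of the counts of a library. This limit covers counting error only, because reads without molecular identifiers are not independent molecules. Between 5.10% and 6.18% of the counts of a library fell on its 10 most abundant genes. Transcript levels were compared with edgeR's quasi-likelihood F test after scaling by the TMM method. Its scaling factors were between 0.929 and 0.971 in *mdf-1* and between 1.04 and 1.06 in WT. Of the listed genes, 22397 had enough counts for edgeR's expression filter and were tested. The splicing events that the authors called with rMATS from the same libraries were taken from Tables S1-S5, and the reads behind them were not used here.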

To investigate if MDF loss of function was associated with defects in pre-mRNA splicing, we performed a high-coverage RNA-seq analysis on 12-d-old WT and *mdf-1* seedlings in three biological replicates. ∼50 million 150–base pair (bp) paired-end reads per sample were generated in a NovaSeq 6000 platform. 2,945 differential splicing events corresponding to 2,037 genes were identified in the *mdf-1* background (Tables S1–S5). Among these altered splicing events, almost two-thirds were in the category intron retention (IR: ≈ 64%), whereas the categories exon skipping, alternative 5′ splice site, alternative 3′ splice site, and mutually exclusive exon were much less abundant (Figs 3A and S3). 

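The types of event were recounted in Tables S1-S5, so the numbers of events are the paper's. Intron retention made up 1894 events (64.3%), followed by 379 skipped exons (12.9%), 323 alternative 3′ splice sites, 296 alternative 5′ splice sites and 53 mutually exclusive exons. The difference in inclusion level (IncLevelDifference) was above 0 in *mdf-1* for 1745 of the IR events (92.1%) and for 14.8% of the skipped exons. The events with increased IR were placed on the TAIR10.1 annotation. Of these 1745 introns, 1741 (99.8%) were annotated introns, and 98.6% of the annotated ones had GT-AG ends, against 98.3% of all 136443 annotated introns. A single retained intron was listed for 1163 genes, and 261 genes had 2 or more, with at most 6 in 1 gene. Of the 14 genes that the paper goes on to test by RT-qPCR, 12 were listed with increased IR. One of these, *SR30* (AT1G09140), was also listed with decreased IR in an overlapping event. The decrease was the larger change (-0.119 against 0.086). The largest increase among the 12 genes, 0.742, was in intron 4 of *MYBL* (AT5G06800) on chromosome 5 from 2104740 to 2104818. Its transcript level was 185.2 ± 35.4 normalized counts in *mdf-1* and 288.2 ± 17.4 in WT (SD, n = 3 libraries), a log2 fold change of -0.64 (standard error 0.15, adjusted p = 0.00616 from edgeR with Benjamini-Hochberg adjustment). The smallest, 0.084, was in intron 5 of *RSZ33* (AT2G37340), whose log2 fold change was -0.09 (standard error 0.058, adjusted p = 0.181 from edgeR with Benjamini-Hochberg adjustment).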

We performed a Gene Ontology (GO) term enrichment analysis based on the biological process ontology for genes showing increased IR defects in *mdf-1* (Fig 3B and Table S6). Genes associated with the GO terms “transcription,” “protein phosphorylation,” “protein modification,” and “regulation of gene expression” were overrepresented. This indicated that MDF had an important function in controlling the correct splicing of transcripts involved in cellular signaling processes and transcriptional control. To gain more insight into the role of MDF in splicing regulation, we compared the altered splicing events identified in *mdf-1* with available RNA-seq data from mutants for three other components of the plant tri-snRNP in which a similar material (light grown seedlings) was used. These were *lsm8-1* (Carrasco-Lopez et al, 2017), *rdm16-4* (Lv et al, 2021), and *brr2a-2* (Mahrez et al, 2016). The *rdm16-4* mutant has a point mutation in RDM16, encoding pre-mRNA splicing factor 3 (PRP3), which is part of the U4/U6 snRNP (Koncz et al, 2012). *BRR2a* encodes a RNA helicase and is not only part of the tri-snRNP but also remains associated with the catalytically active spliceosome (Bessonov et al, 2008). In each of these mutants, the most abundantly detected altered splicing event was IR. No representative overlap was found among the genes showing increased IR in all three mutants (Fig 3C). These data indicated that different splicing factors seem to have distinctive functions in splicing regulation. Although approximately half of the detected splicing defects were specific to *mdf-1* with enrichment in the GO terms “nucleobase-containing compound metabolic process” and “RNA metabolic process” (Fig 3B), specific GO categories relevant for its putative role in cellular signaling and transcriptional control were shared with other splicing mutants (Fig 3B). Those were “regulation of biological process” with *lsm8-1* (Table S7), “protein phosphorylation” with *rdm16-4* (Table S8), and “RNA biosynthetic process” with *brr2a-2* (Table S9). Thus, each of these three splicing factors was required for splicing of those overlapping targets, whereas correct splicing of many targets affecting RNA and DNA metabolism seemed to specifically require the function of MDF.

Table S1 List of differential IR events in *mdf-1* versus WT.

Table S2 List of differential ES events in *mdf-1* versus WT.

Table S3 List of differential A5′SS events in *mdf-1* versus WT.

Table S4 List of differential A3′SS events in *mdf-1* versus WT.

Table S5 List of differential MXE events in *mdf-1* versus WT.

**Figure 3.**
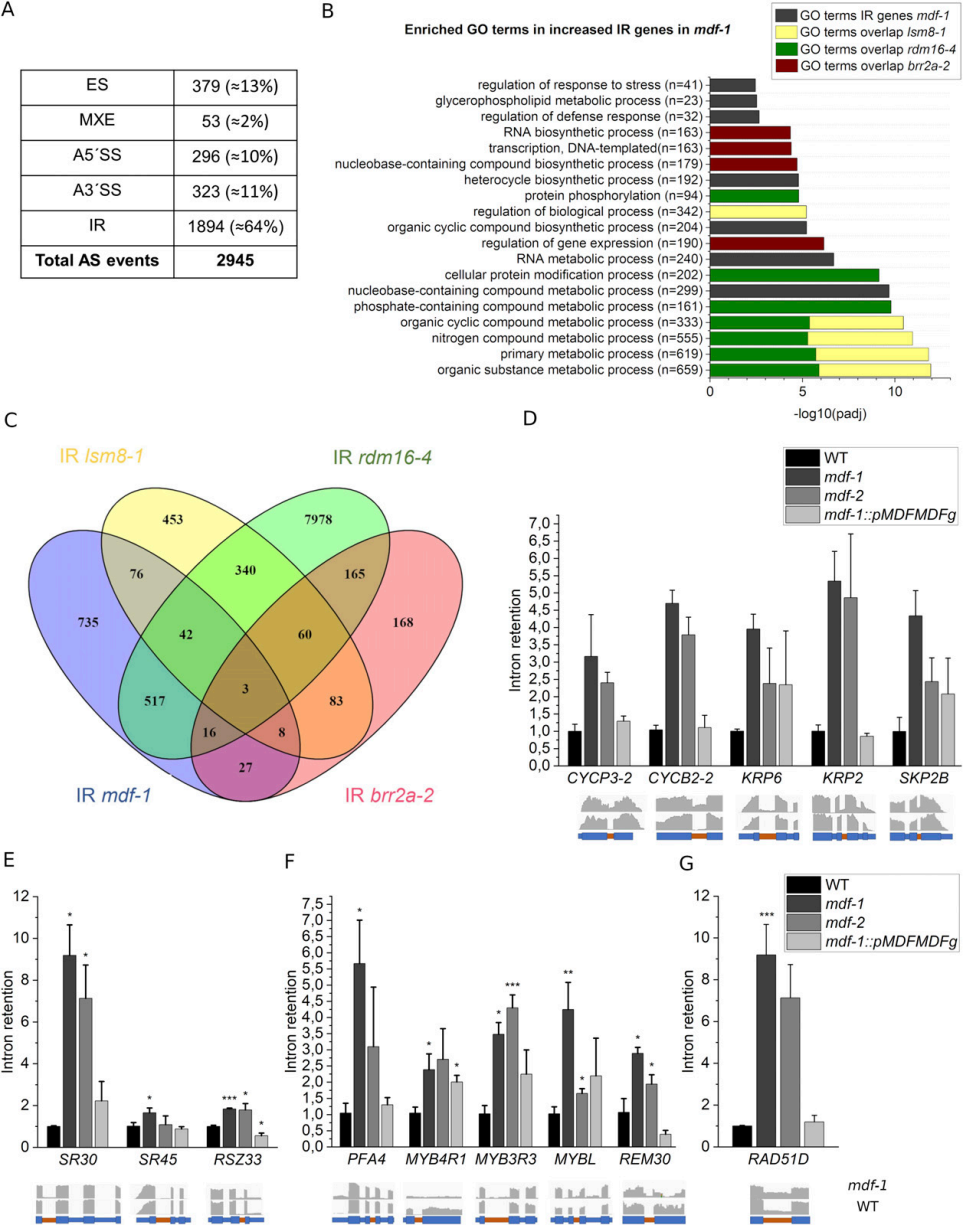
MDF is important for correct splicing of transcripts involved in transcriptional control and signaling. **(A)** Quantification of alternative splicing (AS) events (ES, exon skipping; MXE, mutually exclusive exon; A5′SS, alternative 5′ splice site; A′3SS, alternative 3′ splice site; IR, intron retention) identified in *mdf-1* in respect to WT. **(B)** 20 most representative top significant biological process GO terms enriched in intron retained targets identified in *mdf-1*. Coloring indicates enriched biological processes found in targets showing IR in *mdf-1* and *lsm8-1* (yellow), *mdf-1* and *rdm16-4* (green), and *mdf-1* and *brr2a-2* (red). **(C)** Venn diagram representing the overlap between significantly increased IR targets between *mdf-1*, *lsm8-1*, *rdm16-4*, and *brr2a-2*. **(D, E, F, G)** RT-qPCR analysis to confirm increased IR events found by RNA-seq in seedlings of WT, *mdf-1*, *mdf-2*, and *mdf-1::pMDFMDFg* on genes involved in cell cycle (D), pre-mRNA splicing (E), transcription (F), and DNA repair (G). Intron retention levels were quantified by dividing intron-specific by exon-specific expression using appropriate primers binding specifically to either the intronic or exonic regions of each tested gene. Expression levels were normalized to WT values which were set to one. Captures from the Integrative Genomics Viewer software corresponding to the read coverage tracks for *mdf-1* and WT are represented below each graph. Big boxes represent exons and small boxes represent introns. Intron retention events verified by RT-qPCR are highlighted in orange. Average ± SD of at least two independent biological replicates is represented. *P < 0.05; **P < 0.005; ***P < 0.0005 in comparison to WT as determined by a two-tailed *t* test.

**Figure S3.**
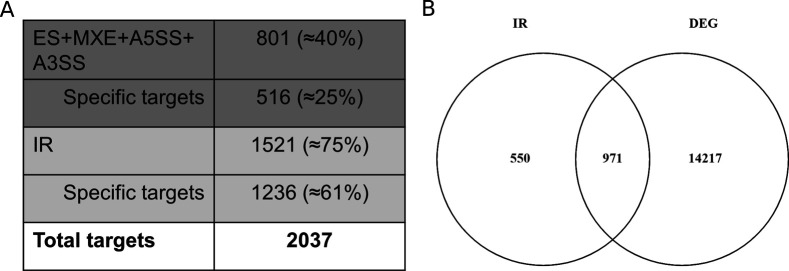
Quantification and percentual distribution of targets showing alternative splicing. **(A)** Number and percentage of AS events identified in *mdf-1* in respect to WT. Specific targets are defined as targets that showed one form of AS but do not contain other forms of AS. (ES, exon skipping; MXE, mutually exclusive exon; A5′SS, alternative 5′ splice site; A3′SS, alternative 3′ splice site; IR, intron retention). **(B)** Venn diagram showing the overlap between differentially expressed genes and genes that show increased intron retention in *mdf-1* as compared with WT.

Table S6 List of enriched biological process–associated GO terms in increased IR genes in *mdf-1*.

Table S7 List of enriched biological process–associated GO terms in commonly IR genes between *mdf-1* and *lsm8-1*.

Table S8 List of enriched biological process–associated GO terms in commonly IR genes between *mdf-1* and *rdm16-4*.

Table S9 List of enriched biological process–associated GO terms in commonly IR genes between *mdf-1* and *brr2a-2*.

To validate the RNA-seq data, we analyzed IR of selected targets by RT-qPCR on RNA samples isolated from 12-d-old seedlings of WT *mdf-1*, *mdf-2* and the complemented line (*mdf-1::pMDFMDFg*). Of the analyzed genes, five were involved in cell cycle regulation (*CyclinP3-2*, *CyclinB2-2*, *KRP6*, *KRP2*, and *SKP2B*) (Fig 3D), three had a role in splicing (*SR30*, *SR45*, and *RSZ33*) (Fig 3E), five were known as transcriptional regulators (*PFA4*, *MYB4R1*, *MYB3R3*, *MYBL*, and *REM30*) (Fig 3F), and one was associated to DNA repair processes (*RAD51D*) (Fig 3G). Among the 14 tested genes, we found for eight genes a significant increase in intron retention in RNA samples for both *mdf-1* and *mdf-2* as compared with WT. For six genes, a significant difference could only be confirmed in *mdf-1* but not in *mdf-2*. Intron retention was reversed in 13 of the targets in the complemented line, further verifying that the splicing defects observed in these genes are very likely caused by the absence of MDF. These data showed that like its human and yeast homologs, MDF functions as a pre-mRNA splicing factor in plants.

### Loss of MDF function leads to altered expression of a large number of genes involved in stress response and cell cycle control

To understand how loss of MDF function affected gene expression, we used our RNA-seq data to detect genome-wide transcriptional changes. 

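On the log2 normalized counts of the tested genes (edgeR's cpm with a prior count of 2), the first principal component separated the 3 *mdf-1* libraries from the 3 WT libraries and held 86.5% of the variance. The second component held 5.73% and set replicate 3 of *mdf-1* apart from replicates 1 and 2. The *mdf-1* libraries differed more among themselves than the WT libraries did. Relative to counting noise, the chi-square per degree of freedom was 7.70 to 13.2 between WT libraries and 25.0 to 64.0 between *mdf-1* libraries. Both ranges include the spread between biological replicates, so an excess over counting noise alone decides nothing. *MDF* itself (AT5G16780, chromosome 5 from 5515707 to 5522261) had 3780 ± 99.9 normalized counts in *mdf-1* and 3034 ± 76.6 in WT (SD, n = 3 libraries). This was a log2 fold change of 0.32 (standard error 0.049, adjusted p = 5.86e-04 from edgeR with Benjamini-Hochberg adjustment), between 0.30 and 0.33 with each library left out in turn. A count over the whole gene does not show where in the gene the reads lie.

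**Figure D1:**
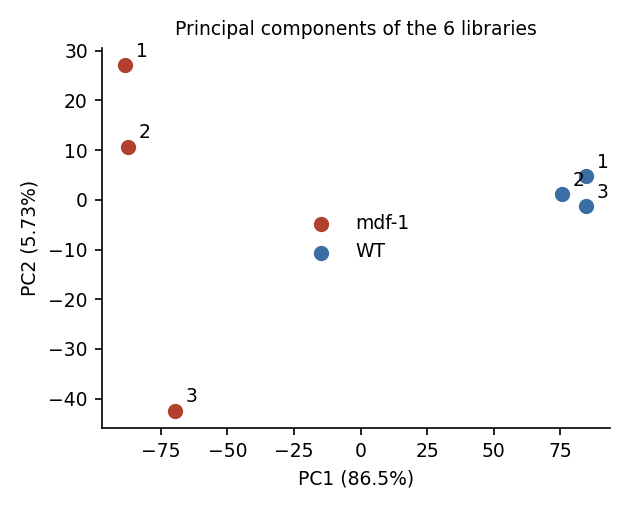
First and second principal components of the log2 normalized counts of the 6 libraries, with the share of the variance in percent on each axis. Each point is 1 library (red, *mdf-1*; blue, WT) with its replicate number, and replicate 3 of *mdf-1* lies apart from the other two on PC2.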

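Among the 22397 tested genes, 7504 had a higher and 7585 a lower transcript level in *mdf-1* than in WT at an adjusted p-value below 0.05, so that 49.7% of the changed genes were up-regulated. The 3 *mdf-1* values did not overlap the 3 WT values in 16404 genes (73.2% of those tested), where chance gives 10%. The scaling of the libraries moved the balance of directions most. With total counts in place of TMM, 5561 genes were up-regulated and 9339 down-regulated (37.3% up-regulated), and the median log2 fold change of all genes shifted to -0.139. No gene called under both scalings was called in opposite directions. With each library left out in turn, the up-regulated genes numbered between 6608 and 7775 and the down-regulated genes between 6807 and 7882. The table of comparisons that the authors deposited lists 7516 up-regulated and 7672 down-regulated genes among 26708 compared. Among abundant genes, *GES* (AT1G61120) was at least 131-fold higher in *mdf-1*, a bound that was 63.7-fold without replicate 1 of *mdf-1* and 185-fold without replicate 3. Its counts were 672, 256 and 62 in the 3 *mdf-1* libraries and 1, 0 and 0 in WT, and its adjusted p of 0.00564 rose to 0.0668 without replicate 1 of WT (edgeR with Benjamini-Hochberg adjustment). AT5G03090 was at least 96.3-fold higher in *mdf-1*, and at least 89.7-fold higher with any 1 *mdf-1* library left out. AT2G38240, which the deposited annotation names *ANS* and describes as a probable 2-oxoglutarate-dependent dioxygenase, had a log2 fold change of 6.75. It was between 5.95 and 7.45 with each library left out in turn. Its adjusted p of 0.0186 rose above 0.05 without any 1 of the WT replicates, to at most 0.0727 (edgeR with Benjamini-Hochberg adjustment). For AT3G54730 the log2 fold change was 6.34. For *GPT2* (AT1G61800) it was 6.17, and between 5.72 and 7.9 with each library left out in turn, since its WT counts were 10, 13 and 97. At the other end, AT5G46890 was at least 327-fold lower, *AGP30* (AT2G33790) at least 252-fold lower and AT5G46900 at least 231-fold lower in *mdf-1*. *JAL9* (AT1G52060) had a log2 fold change of -7.66. For AT3G12900, with 14, 32 and 0 counts in *mdf-1*, it was -6.87, and between -8.01 and -6.28 with each library left out in turn.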

We found that the total number of genes that showed significantly altered transcript levels in *mdf-1* compared with WT (without setting any threshold for fold change in transcript levels) encompassed 7,516 genes that were up-regulated and 7,872 genes that were down-regulated (Fig 4A and Table S10). A pathway enrichment analysis among the significantly up-regulated genes revealed an enrichment of genes associated with stress responses. 

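Since the gene lists of the enriched GO terms are shortened in the copy of Table S11 used here, families of stress-related proteins were picked from the words of the gene descriptions. Each family was tested with a two-sided Fisher exact test against the up-regulated and against the down-regulated genes, and the 28 tests of 14 families were adjusted together by the Benjamini-Hochberg method. For comparison, 33.5% of all tested genes were up-regulated and 33.9% were down-regulated. Heat shock proteins were up-regulated in 43 of 89 genes (48.3%, odds ratio 1.86, 95% confidence interval 1.20 to 2.89, adjusted p = 0.0129). The share of up-regulated genes was 40.8% of 49 glutathione S-transferases (adjusted p = 0.428), 38.9% of 54 WRKY proteins (adjusted p = 0.521) and 32.4% of 37 late embryogenesis abundant proteins (adjusted p = 1). These shares did not differ from that of all genes in the fit of all 6 libraries. Without replicate 3 of *mdf-1*, glutathione S-transferases and WRKY proteins were more often up-regulated than all genes (adjusted p = 0.0426 for each). Peroxidases had 42 of 88 genes down-regulated (47.7%, odds ratio 1.79, adjusted p = 0.0227) and disease resistance proteins 63 of 142 (44.4%, odds ratio 1.56, adjusted p = 0.0227). Under total counts both odds ratios stayed above 1, at 1.40 and 1.44, with adjusted p-values of 0.221 and 0.0702. Disease resistance proteins also lost the threshold without replicate 3 of *mdf-1* and without replicate 3 of WT (adjusted p at most 0.0705), and peroxidases with at least 10 counts required in every library (adjusted p = 0.0613). None of these families was compared with genes of the same length, although longer genes were more often down-regulated.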

Among the top enriched GO categories were “abiotic and biotic stimuli,” “temperature, salt and oxidative stress,” and “defense response” (Fig 4B and Table S11). Interestingly, among the down-regulated genes, we found a significant enrichment of pathways involved in cell division and developmental processes. These top GO categories for down-regulated genes included “cell cycle,” “cell division,” and “chromosome organization,” as well as “cell differentiation,” “meristem development,” and “root and shoot system development” (Fig 4C and Table S12). In addition, by comparing the total number of DEG with the total number of genes showing IR, we found that there was a statistically significant overlap of 907 genes (64% of all genes showing IR) (Fig 4D). Of these, more than 50%, namely, 501 genes were down-regulated (Fig 4D). 

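The same families from the gene descriptions included those of cell division and growth, tested against the down-regulated genes. Kinesins, motor proteins of which many act on mitotic microtubules, were down-regulated in 41 of 47 genes (87.2%, odds ratio 13.4, 95% confidence interval 5.66 to 38.7, adjusted p = 6.70e-13). Of 59 expansins and extensins, which act in the cell wall, 71.2% were down-regulated (odds ratio 4.85, adjusted p = 4.18e-08). The share was 54.7% of 106 auxin-related proteins (odds ratio 2.37, adjusted p = 6.54e-05), 46.8% of 248 receptor-like protein kinases (odds ratio 1.73, adjusted p = 1.04e-04) and 46.3% of 82 cyclins and cyclin-dependent kinases (odds ratio 1.69, adjusted p = 0.0360). Histones showed no such excess, with 12 of 46 genes down-regulated (26.1%, odds ratio 0.689, adjusted p = 0.489), and under total counts their odds ratio was 1.18. Ribosomal proteins went the other way, with 174 of 325 genes up-regulated (53.5%, odds ratio 2.32, adjusted p = 8.69e-13) and 8.31% down-regulated. Under total counts their odds ratio among the up-regulated genes was 1.07 (adjusted p = 0.716). Splicing factors and snRNP proteins were up-regulated in 34 of 71 genes (47.9%, odds ratio 1.83, adjusted p = 0.0253). This excess lost the threshold in 11 of 13 alternatives, among them DESeq2, total counts (adjusted p = 0.0631) and each library left out in turn (adjusted p from 0.0506 to 0.0939). No family was compared with genes of the same length. Of the longest decile of coding genes 67.4% were down-regulated and 11.2% up-regulated, against 26.0% and 41.7% of the shortest. Among the families with an excess of down-regulated genes here, only kinesins and expansins and extensins had shares above 67.4%. Length may therefore contribute to these odds ratios.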

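Of the 1424 genes with increased IR in Table S1, 1416 were among the 18437 tested genes that have an annotated intron, the genes in which both changes could be seen. Of these 1416 genes, 938 (66.2%) had a changed transcript level, against 68.5% of all tested genes with an intron. The odds ratio was 0.894 (95% confidence interval 0.796 to 1.01, p = 0.0568, two-sided Fisher exact test), a difference that did not reach the threshold. This comparison with the genes of both directions was added after the data were seen. The background moved it most. Against the 27474 protein-coding genes that the paper uses as its reference number, which include genes without introns and genes too weakly expressed to be tested, the odds ratio was 1.62 (p = 8.46e-18, Fisher exact test). Without the filter on expression it was 1.19 (p = 0.00241, Fisher exact test).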

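In the re-analysis, 512 of the 1416 tested genes with increased IR were down-regulated (36.2%), against 33.5% of all tested genes with an intron. The odds ratio of 1.14 had a 95% confidence interval of 1.01 to 1.28 (p = 0.0259, two-sided Fisher exact test). With each library left out in turn it lay between 1.09 and 1.16. It lost the threshold without replicate 1 of *mdf-1* (1.09, p = 0.164, exact test) and without replicate 2 (1.12, p = 0.0588, exact test). Without the filter on expression it was 1.31 (p = 4.19e-06, Fisher exact test). Against 27474 protein-coding genes it was 1.51 (p = 1.76e-12, Fisher exact test). Genes with increased IR had a median of 7.5 introns and 2203 exonic bases, and the other tested genes with an intron had medians of 5 introns and 1776 bases. Comparisons among genes alike in these respects were added after the data were seen. Within classes of intron number, in which larger numbers were pooled, the Mantel-Haenszel odds ratio was 1.04 (95% confidence interval 0.927 to 1.17). Within deciles of exonic length it was 0.857 (0.760 to 0.965). The median log2 fold change was -0.03 for genes with increased IR (quartiles -0.45 and 0.30) and 0.02 for the others (quartiles -0.46 and 0.41).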

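The remaining 426 changed genes with increased IR were up-regulated. They made up 30.1% of the tested genes with increased IR, against 35.0% of all tested genes with an intron (odds ratio 0.783, 95% confidence interval 0.695 to 0.882, p = 4.31e-05, two-sided Fisher exact test). With this background, up-regulation was less frequent among them than among the other tested genes with an intron. Against 27474 protein-coding genes the direction reversed, with an odds ratio of 1.14 (p = 0.0257, Fisher exact test). It was 0.919 without the filter on expression (p = 0.163, Fisher exact test) and 1.04 within deciles of exonic length (Mantel-Haenszel, 95% confidence interval 0.917 to 1.17).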

According to our statistical analysis, the overlap between mis-spliced genes and down-regulated genes was significant, whereas no significant overlap was found for mis-spliced genes and up-regulated genes (Fig 4D). This observation correlated with the finding that IR might lead to introduction of a premature termination codon and subsequent targeting of transcripts to the nonsense mediated decay machinery, thus reducing their abundance (Filichkin et al, 2010). Interestingly, one of the biological processes enriched among the transcripts that were down-regulated and showed IR was “regulation of gene expression.” Together, these data showed that loss of MDF function has a major impact on gene expression and that it is important for correct expression of genes involved in cell proliferation and developmental processes and, at the same time, leads to constitutive induction of stress response genes.

**Figure 4.**
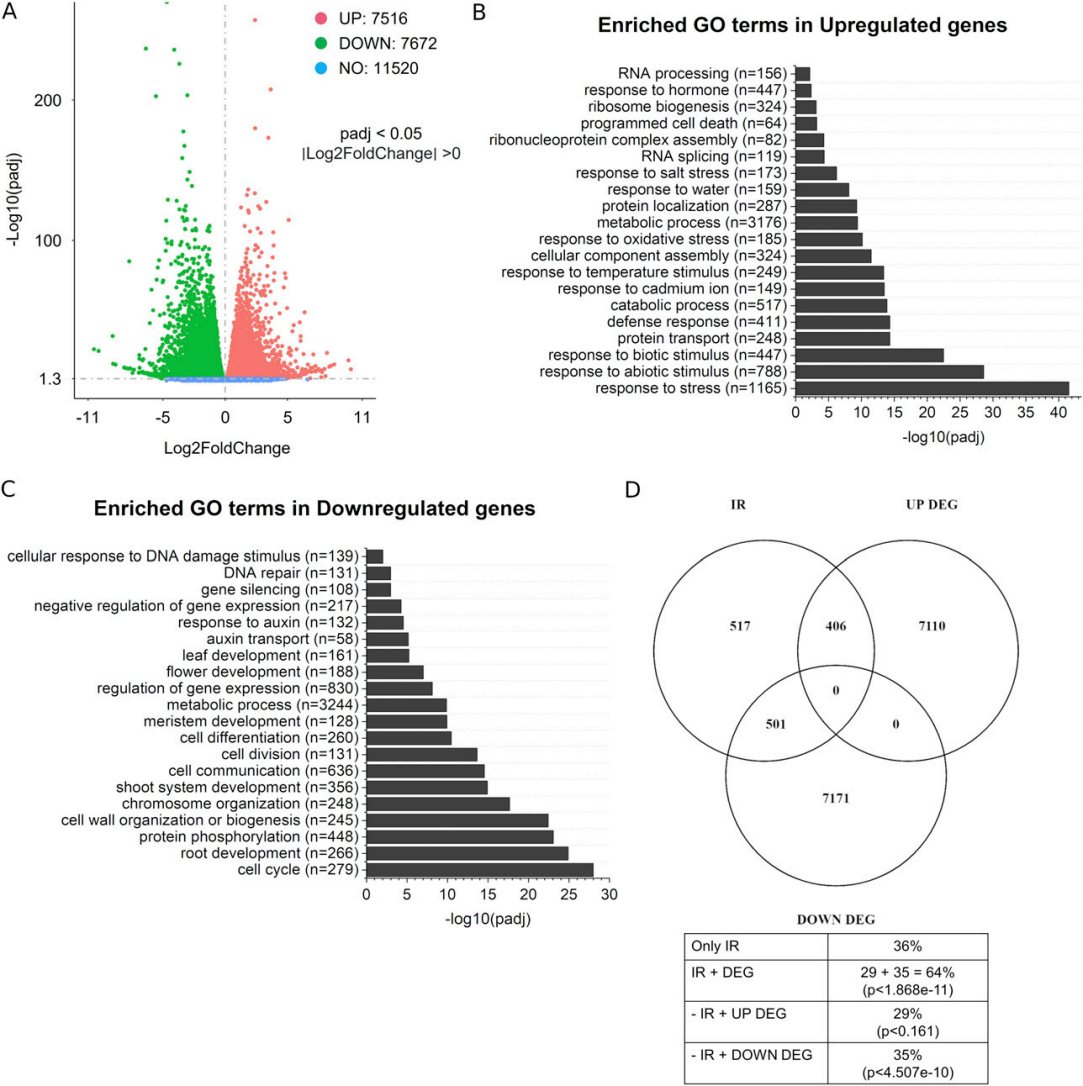
Loss of *MDF* function leads to altered expression of a large number of genes involved in stress response and cell cycle control. **(A)** Volcano plot representing the differentially expressed genes (DEGs) up-regulated (in red) and down-regulated (in green) in *mdf-1* compared with WT with *P*-values < 0.05. Blue dots indicate genes that show no differential expression. **(B)** 20 most representative top significant biological process GO terms enriched in up-regulated genes in *mdf-1* compared with WT. **(C)** 20 most representative top significant biological process GO terms enriched in down-regulated genes in *mdf-1* compared with WT. **(D)** Venn diagram representing the overlap between intron retained and differentially expressed genes and its percentual distribution shown in the table below. Statistical significance of each of the represented overlaps in the Venn diagram was calculated using a normal approximation of a hypergeometric probability formula implemented at the web tool http://nemates.org/MA/progs/overlap_stats.html. *Arabidopsis* reference number of protein-coding genes was set to 27,474.

Table S10 List of differentially expressed genes in *mdf-1* versus WT.

Table S11 List of enriched biological process–associated GO terms in DEG up-regulated in *mdf-1*.

Table S12 List of enriched biological process–associated GO terms in DEG down-regulated in *mdf-1*.

### MDF controls the expression of genes involved in cell cycle control during DDR

We next aimed at understanding how the transcriptional changes in *mdf-1* might be associated with the cell division and cell death phenotype in the RAM. The DDR is a very well-studied signaling pathway in plants that, upon DNA damage, leads to cell cycle arrest, cell death, and DNA repair (Yoshiyama et al, 2013b). We therefore analyzed if a similar transcriptional program was constitutively induced in *mdf-1*. To this end, we compared the 1,912 genes reported to undergo transcriptional changes after incubation in the DSB inducing drug zeocin in WT seedlings (Yoshiyama et al, 2020) with the 15,188 DEG genes found in *mdf-1* in comparison to WT at control conditions (Table S10). A significant overlap of 1,353 genes (*P* < 2.502 × 10^−47^), which constitute ∼71% of the total set of DEG after DNA damage induction, displayed also transcriptional changes in the absence of MDF (Fig 5A and Table S13). 

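Of the 1912 zeocin-regulated genes, 1879 were tested in the *mdf-1* libraries and 1344 of these (71.5%) had a changed transcript level, against 67.4% of all tested genes. The odds ratio was 1.24 (95% confidence interval 1.11 to 1.38, p = 5.39e-05, two-sided Fisher exact test), and it lay between 1.22 and 1.39 with each library left out in turn. Against 27474 protein-coding genes it was 2.03 (p = 5.30e-46, Fisher exact test). The changes went in both directions, with 644 genes up-regulated and 700 down-regulated in *mdf-1*. Adjusted over the list alone, 653 were up-regulated and 701 down-regulated. Of the 1353 genes of the overlap in Table S13, 1345 were tested and 1323 were changed.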

Since the transcription factor SOG1 has been shown to coordinate the activation of the plant DDR (Yoshiyama et al, 2013a), we also compared the transcripts that showed either increased IR or that showed mis-expression with log_2_fold changes above 2 (783 genes) and below −2 (1,557 genes) in *mdf-1* compared with WT, with the set of 146 genes that are known as direct targets of SOG1 upon DNA damage (Ogita et al, 2018). 

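At an adjusted p-value below 0.05, 608 tested genes had a log2 fold change above 2 and 1335 had one below -2. These numbers depended on which genes were tested. Among genes with at least 10 counts in every library the numbers were 331 and 694, and without any filter they were 810 and 1593. Of the 146 SOG1 targets, 129 were tested, and 90 of these had a changed transcript level. The log2 fold change was above 2 for 15 of them and below -2 for 5. Increased IR was listed for 9 of the 146.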

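Of the 129 tested SOG1 targets, 27 (20.9%) met at least 1 of these criteria, increased IR or an absolute log2 fold change above 2, against 14.7% of all tested genes. The odds ratio was 1.54 with a 95% confidence interval of 0.966 to 2.38 (p = 0.0601, two-sided Fisher exact test), so the difference did not reach the threshold. It passed without the filter on expression (odds ratio 1.73, p = 0.0128) and against 27474 protein-coding genes (odds ratio 1.67, p = 0.0211, both from Fisher exact tests). It also passed without replicate 3 of *mdf-1* or without any 1 of the WT replicates, with odds ratios between 1.59 and 1.65. In the other 9 of 15 alternatives it did not pass. Among these were DESeq2 (odds ratio 1.46, p = 0.104) and total counts (1.36, p = 0.173, both from Fisher exact tests). As a set, the 129 targets had a median log2 fold change of 0.32, with 63 genes up-regulated and 27 down-regulated, the same numbers when adjusted over the list alone. Their shift against all other genes had p = 0.00182 in limma's camera test with a preset correlation of 0.01 and p = 0.0360 with an estimated correlation, while the rotation test fry, which does not compare the list with other genes, gave p = 4.92e-05.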

We found a statistically significant (*P* < 0.024) overlap of 29 genes which constituted 20% of the total set of SOG1 target genes (Fig 5B and Table S14). Among them were the transcription factors ANAC044 and ANAC085, which were highly increased with log_2_fold changes of 2.4 and 5.3, respectively. In addition, *ANAC085* appeared to be also differentially spliced in the absence of MDF (Table S1). 

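*ANAC044* (AT3G01600) lies on chromosome 3 from 229075 to 231517. Its normalized count was 1407 ± 143 in *mdf-1* and 260.9 ± 78.9 in WT (SD, n = 3 libraries), a log2 fold change of 2.43 (standard error 0.23, adjusted p = 1.48e-04 from edgeR with Benjamini-Hochberg adjustment). With each library left out in turn it was between 2.2 and 2.61. *ANAC085* (AT5G14490) lies on chromosome 5 from 4670289 to 4672958 and was close to the limit of detection in WT, where the libraries held 4, 3 and 3 counts. The *mdf-1* libraries held 112, 88 and 131 counts. Its log2 fold change was 5.23 (standard error 0.30, adjusted p = 5.26e-06 from edgeR with Benjamini-Hochberg adjustment), between 5.11 and 5.39 with each library left out. For both genes every *mdf-1* library was above every WT library (exact permutation test, two-sided, p = 0.1, the smallest p that 3 libraries against 3 allow). The transcript level of *SOG1* itself (AT1G25580) did not differ beyond the spread between replicates, with a log2 fold change of 0.11 (standard error 0.073, adjusted p = 0.199 from the same test). *ATM* (AT3G48190) fell by 1.31 on the log2 scale (standard error 0.069, adjusted p = 3.71e-06 from the same test).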

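The IR event listed for *ANAC085* is intron 4 of 5, which spans 74 bases on chromosome 5 from 4671007 to 4671080, has GT-AG ends and lies on the minus strand. The authors' rMATS comparison gives it an IncLevelDifference of 0.21 with a false discovery rate of 0.0299. With 3 or 4 counts per WT library over the whole gene, the inclusion level in WT rests on very few reads. No IR event is listed for *ANAC044*.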

Increased expression of ANAC044 and ANAC085 was shown to lead to G2-specific cell cycle arrest by promoting the accumulation of Rep-MYB transcription factors, which negatively control the expression of mitosis-specific genes (Takahashi et al, 2019). 

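The 279 cell cycle genes of Table S15 were chosen by the authors because they were down-regulated in these libraries, and 276 of the 277 that were tested were down-regulated here as well. The published list of 80 Rep-MYB targets does not depend on these libraries and was therefore compared with all tested genes. Of the 79 targets tested, 66 (83.5%) were down-regulated in *mdf-1* against 33.9% of all tested genes. None of the targets was up-regulated at this threshold (0 at an unadjusted p below 0.05). The odds ratio was 9.99 (95% confidence interval 5.46 to 19.8, p = 1.07e-19, two-sided Fisher exact test), between 6.23 and 13.1 with each library left out in turn. Adjusted over the list alone, 67 targets were down-regulated. Increased IR was listed for 4 of the 66 down-regulated targets.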

To further confirm mis-expression of mitosis-specific genes in *mdf-1*, we compared the set of 279 down-regulated genes in *mdf-1* that were associated with the GO term “cell cycle “(Fig 4C), with the 80 loci that were reported to be Rep-MYB specific target genes after DNA damage induction (Bourbousse et al, 2018) (Fig 5B and Table S15). Indeed, there was a statistically significant (*P* < 1.798 × 10^−39^) overlap of 30 genes (38% of Rep-MYB target genes), further confirming that many genes that are mis-expressed in *mdf-1* are involved in DNA damage–induced cell cycle control (Fig 5C). 

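As a set, the Rep-MYB targets had a median log2 fold change of -0.70 with quartiles of -1.01 and -0.38 (camera with preset correlation, p = 1.21e-11). The rotation test fry, which does not compare the list with other genes, gave a p of 0.00115. Camera with an estimated correlation did not reach the threshold, with p = 0.256. The mitotic genes that the paper measures by RT-qPCR in Fig 5E had lower counts in every *mdf-1* library than in any WT library. Their log2 fold changes ranged from -1.65 for *SCL28* (AT1G63100, standard error 0.12, adjusted p = 1.16e-05 from edgeR with Benjamini-Hochberg adjustment) to -0.68 for *CYCB1;2* (AT5G06150, standard error 0.093, adjusted p = 3.12e-04 from the same test). They were -1.57 for *IMK2*, -1.46 for *CYCA2-3*, -1.0 for *CYCD3-1*, -0.91 for *CDC20;1* and -0.77 for *EDE1*. One of the *CDC20;1* primers also matches the neighboring gene AT4G33260, and the text does not state how reads shared by these 2 genes were counted. From the overlap with the Rep-MYB targets, the paper concludes that many genes mis-expressed in *mdf-1* take part in cell cycle control after DNA damage.

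**Figure D2:**
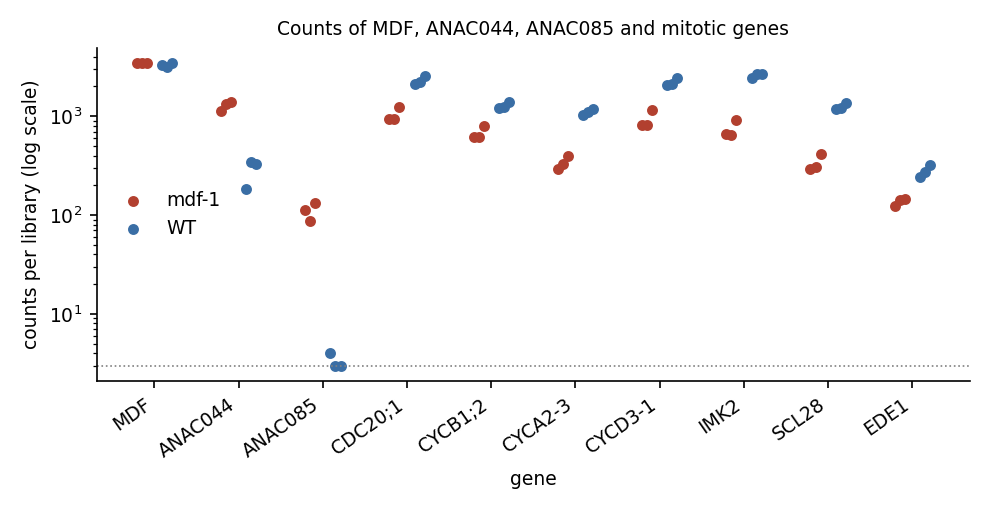
Counts per library, on a log scale, of *MDF*, *ANAC044*, *ANAC085* and the 7 mitotic genes in the 3 *mdf-1* libraries (red) and the 3 WT libraries (blue). The dotted line marks 3 counts, near which the WT libraries lie for *ANAC085*, and in each mitotic gene all *mdf-1* points lie below the WT points.

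**Figure D3:**
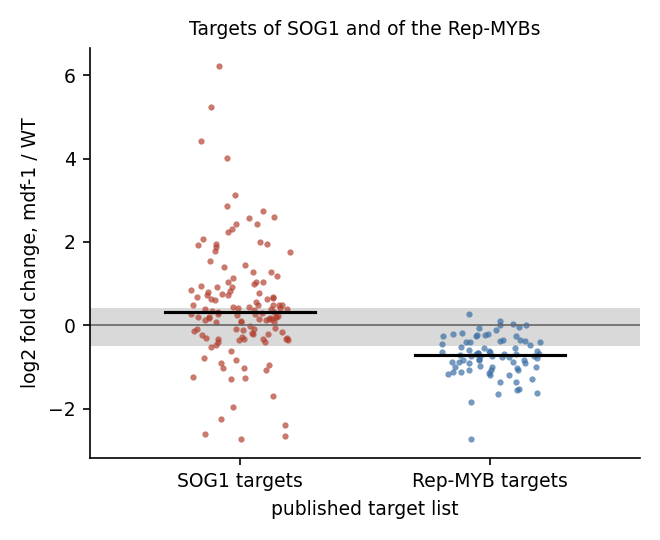
Log2 fold change between *mdf-1* and WT of the tested targets of SOG1 (129 genes, red) and of the Rep-MYBs (79 genes, blue). Each point is 1 gene, black lines are the medians (0.32 and -0.70), and the grey band and line are the quartiles and the median of all 22397 tested genes.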

To confirm that the increased expression of *ANAC044* and *ANAC085* and reduced transcription of mitosis-specific genes occurred in an MDF-dependent manner, we performed RT-qPCR analyses on RNA isolated from seedlings of WT, *mdf-1*, *mdf-2*, and *mdf-1::pMDFMDFg*. In both mutant lines, the expression of *ANAC085* and *ANAC044* was significantly increased as compared with WT and the complementation line (Fig 5D). In contrast, as expected, each of the seven mitotic genes tested showed an opposite expression pattern (Fig 5E). The complementation line exhibited increased levels of *MDF* (Fig 5F), which could explain why for some genes (like *SCL28* and *IMK2*), the down-regulation was not only reversed to WT levels but even switched to up-regulation.

**Figure 5.**
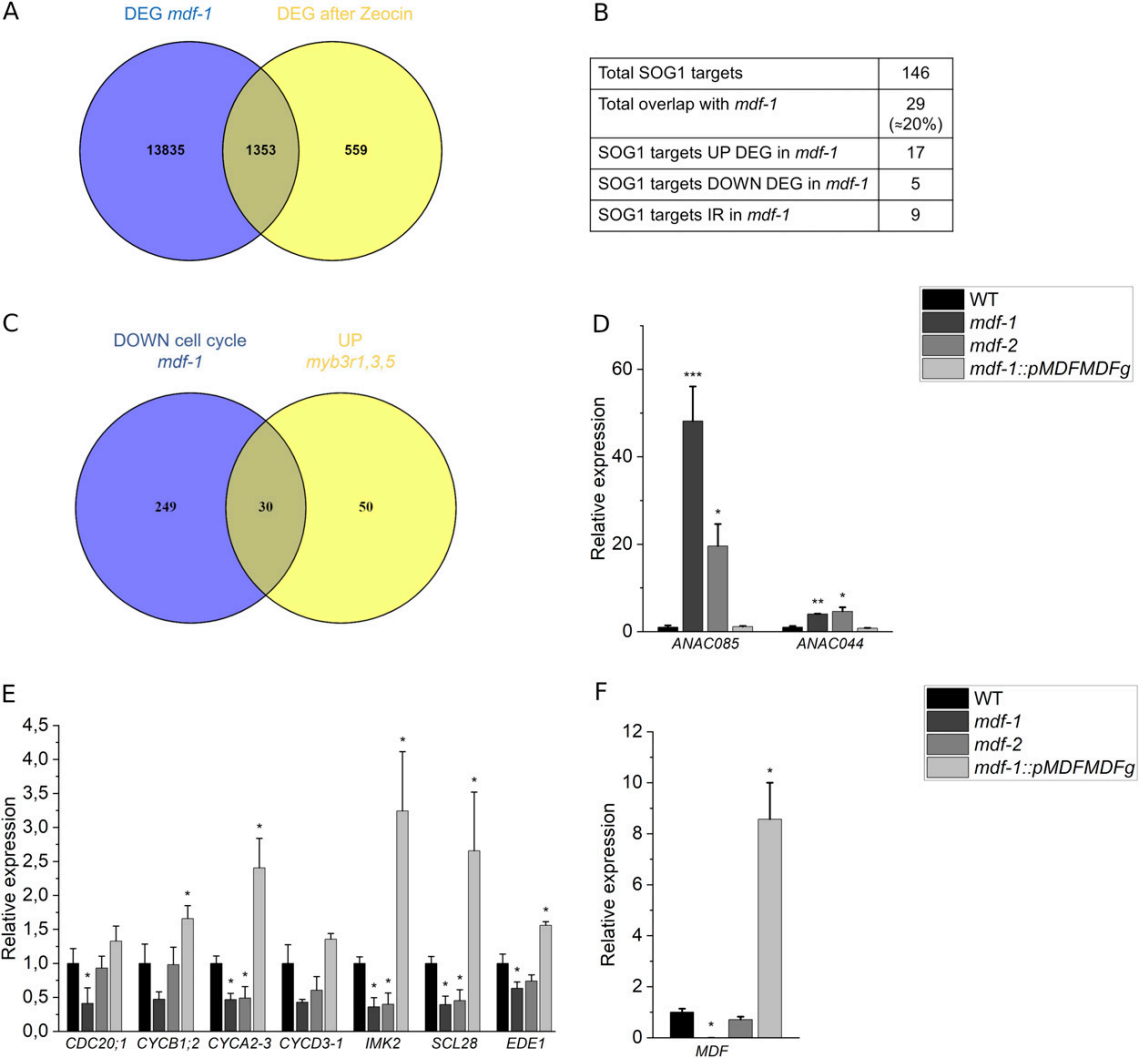
*MDF* loss of function alters the expression of genes involved in cell cycle control during Arabidopsis DNA damage response. **(A)** Venn diagram representing the overlap between differentially expressed genes in *mdf-1* under control conditions and in WT upon treatment with zeocin (Yoshiyama et al, 2020). Statistical significance of the overlap was calculated using a normal approximation of a hypergeometric probability formula implemented at the web tool http://nemates.org/MA/progs/overlap_stats.html. *Arabidopsis thaliana* reference number of protein-coding genes was set to 27,474. **(B)** Quantification of the overlap between direct SOG1 targets and genes showing IR, or a ∣log_2_fold∣ change value >2 in *mdf-1* background. **(C)** Venn diagram representing the overlap between the 279 down-regulated genes in *mdf-1* associated with the GO biological process “cell cycle” and the 80 loci up-regulated in *myb3r1,3,5* mutant background after DNA damage induction. **(D, E)** Verification of transcriptional changes found by RNA-seq by RT-qPCR analysis in seedlings of WT, *mdf-1*, *mdf-2*, and *mdf-1::pMDFMDFg* on the transcription factors *ANAC085* and *ANAC044* (D) and mitosis-related genes (E). **(F)** *MDF* expression measured by RT-qPCR in seedlings of WT, *mdf-1*, *mdf-2*, and *mdf-1::pMDFMDFg*. Average ± SD of at least two independent biological replicates is shown. *P < 0.05; **P < 0.005; ***P < 0.0005 in comparison to WT as determined by a two-tailed *t* test.

Table S13 Overlap between DEG in *mdf-1* in comparison to WT- and zeocin-induced transcriptional changes in WT.

Table S14 Overlap between DEG with ∣log_2_fold∣ > 2 and targets with increased IR in *mdf-1* and SOG1 DNA damaged induced direct targets.

Table S15 Overlap between cell cycle–related genes in *mdf-1* and *myb3r1,3,5* mutants.

We next tested if the cell division and cell death defects of *mdf-1* were caused by ectopic activation of the DNA damage signaling component SOG1 or its upstream regulator ATM. To this end, *mdf-1sog1-7* and *mdf-1atm-2* double-mutants were generated by crossing with *sog1-7* and *atm-2* single-mutants, respectively (Garcia et al, 2003; Sjogren et al, 2015). Analysis of root growth in three dag seedlings revealed that loss of *SOG1* or *ATM* function did not rescue the growth defects of *mdf-1* (Fig 6A). PI staining of root tips showed that the organization of the RAM was unchanged in the *mdf-1sog1-7* as compared with the *mdf-1* single-mutant (Fig 6B), indicating that the cell cycle arrest phenotype occurred also in the absence of ATM or SOG1. To further test if MDF might regulate the expression of proliferation-associated genes downstream or independent of SOG1, we analyzed the expression of *ANAC044* and *ANAC085* by RT-qPCR and found that both transcription factors were significantly increased in the *mdf-1sog1-7* double-mutant to a similar level as in the *mdf-1* single-mutant (Fig 6C). Likewise, analysis of cell death in PI-stained root tips revealed that the size of the cell death area was unchanged in the double-mutant compared with the single-mutant (Fig 6D). However, the number of seedlings showing cell death was significantly increased in the *mdf-1sog1-7* double-mutant (Fig 6E), indicating that genome instability was further increased in the absence of SOG1. Taken together, these results showed that a transcriptional program, which is normally only induced under stress conditions such as DNA damage, was constitutively activated in *mdf-1* and that this occurred independently of SOG1.

**Figure 6.**
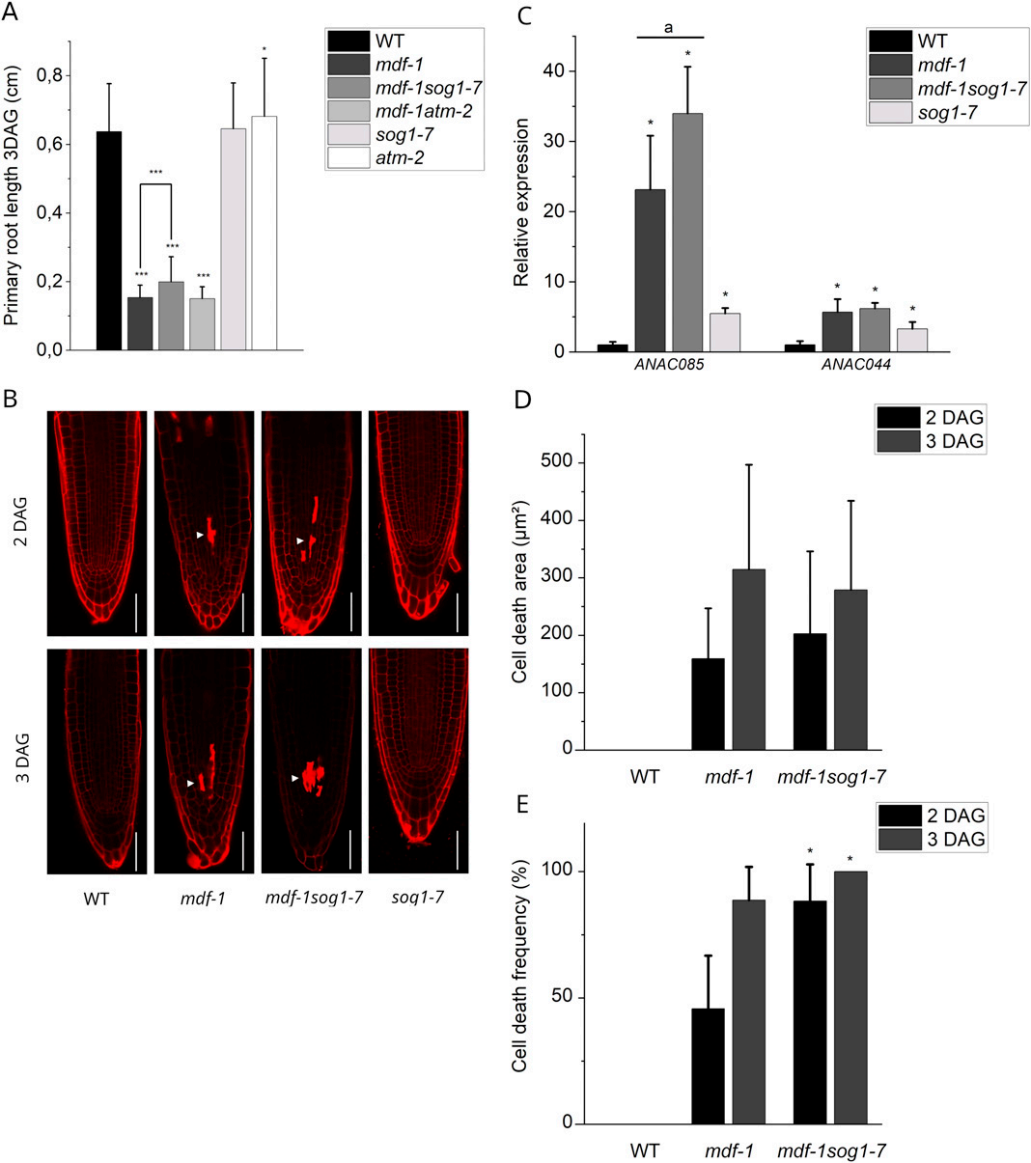
Root growth arrest in *mdf-1* occurs independently of SOG1 and ATM. **(A) **Primary root length of 3 days after germination (dag) seedlings of WT (n = 110), *mdf-1* (n = 57), *mdf-1sog1-7* (n = 45), *mdf-1atm-2* (n = 38), *sog1-7* (n = 74), and *atm-2* (n = 146) plants. Statistical significance was determined in comparison to WT. **(B)** Representative confocal images of PI-stained root tips of WT, *sog1-7*, *mdf-1*, and *mdf-1sog1-7* in 2 and 3 dag seedlings. Arrowhead marks dead cells. Scale bar: 50 μm. **(C)** RT-qPCR analysis of 12-d-old WT, *mdf-1*, *mdf-1sog1-7*, *and sog1-7* seedlings on *ANAC085* and *ANAC044*. Average ± SD of three independent biological replicates is represented. *P < 0.05 as determined in comparison to WT by a one-way ANOVA post hoc Tukey–Kramer test. “a” represents statistical significance in comparison to *sog1-7* as determined by a one-way ANOVA post hoc Tukey–Kramer test. **(D, E)** Quantification of the cell death area in root tips (D) and of the frequency of seedlings showing cell death (E) in WT (n = 21 and n = 22), *mdf-1* (n = 21 and n = 95), and *mdf-1sog1-7* (n = 32 and n = 25) lines at 2 and 3 dag. Statistical significance was determined in comparison to *mdf-1*. Average ± SD is represented. *P < 0.05; **P < 0.005; ***P < 0.0005 as determined by a two-tailed *t* test.

### The phosphorylation state of MDF influences its function during cell division control and pre-mRNA splicing

Our data suggested that MDF was under control conditions important for the proper expression of proliferation-related genes required for cell division activity and growth of meristems. Interestingly, MDF was previously identified among the proteins that became specifically phosphorylated at S22 upon DNA damage (Roitinger et al, 2015). To test if this phosphorylation influenced MDF activity, we used the MDF cDNA to generate two constructs in which either the S22 residue remained unchanged (35S::MDFYFP) or in which it was changed to alanine (35S::MDFS22AYFP) and thus could not be phosphorylated anymore. Both constructs were placed under the control of a constitutive promoter (CAMV35S), transformed into the *mdf-1* mutant, and stably transformed lines were established. We confirmed that both constructs were expressed at similar levels in the individual transgenic lines by measuring transcript abundance by RT-qPCR (Fig 7A) and protein accumulation by imaging of MDF-YFP–associated fluorescence in roots (Fig 7B). Analysis of root development revealed that both constructs resulted in a partial recovery of root growth. However, root length was significantly increased in the *mdf-1::p35SMDF* lines as compared with *mdf-1::p35SMDFS22A* plants (Figs 7C and S4B). We confirmed that the increased growth was because of increased cell division rates by assessing the number of dividing cells in the cortical cell layer of the RAM (Figs 7D and S4A). PI staining of root tips showed that in transgenic lines, for both constructs, dead cells accumulated in the meristematic zone. However, the area of cell death was significantly increased in *mdf-1::p35SMDFS22A* seedlings (Fig 7B and E). These phenotypic differences demonstrated that the phosphorylation status of MDF indeed influenced its ability to rescue the mutant phenotype and thus seemed to be critical for MDF activity. To assess if this was associated with splicing defects, we performed RT-qPCR experiments to analyze IR in transcripts that were found to be mis-spliced in *mdf-1* (Fig 3). Indeed, the IR defect was for some genes, such as *CYCB2-2* and *RAD51D*, reversed in both lines, whereas for others, such as in *MYB3R3*, it was only rescued in the *mdf-1::p35SMDF* line but not in *mdf-1::p35SMDFS22A* (Fig 7F). Before MYB3R3 is involved in the repression of mitotic genes, the transcript levels of two mitotic genes down-regulated in *mdf-1* background (Fig 5D) were also tested. Although the expression of *CDC20;1* was restored to WT levels in both transgenic lines, the expression of *CYCA2-3* was restored to WT levels only in *mdf-1::p35SMDF* seedlings but not in *mdf-1::p35SMDFS22A* seedlings (Fig 7G). These results suggested that the activity of MDF might indeed be controlled by its phosphorylation status.

**Figure 7.**
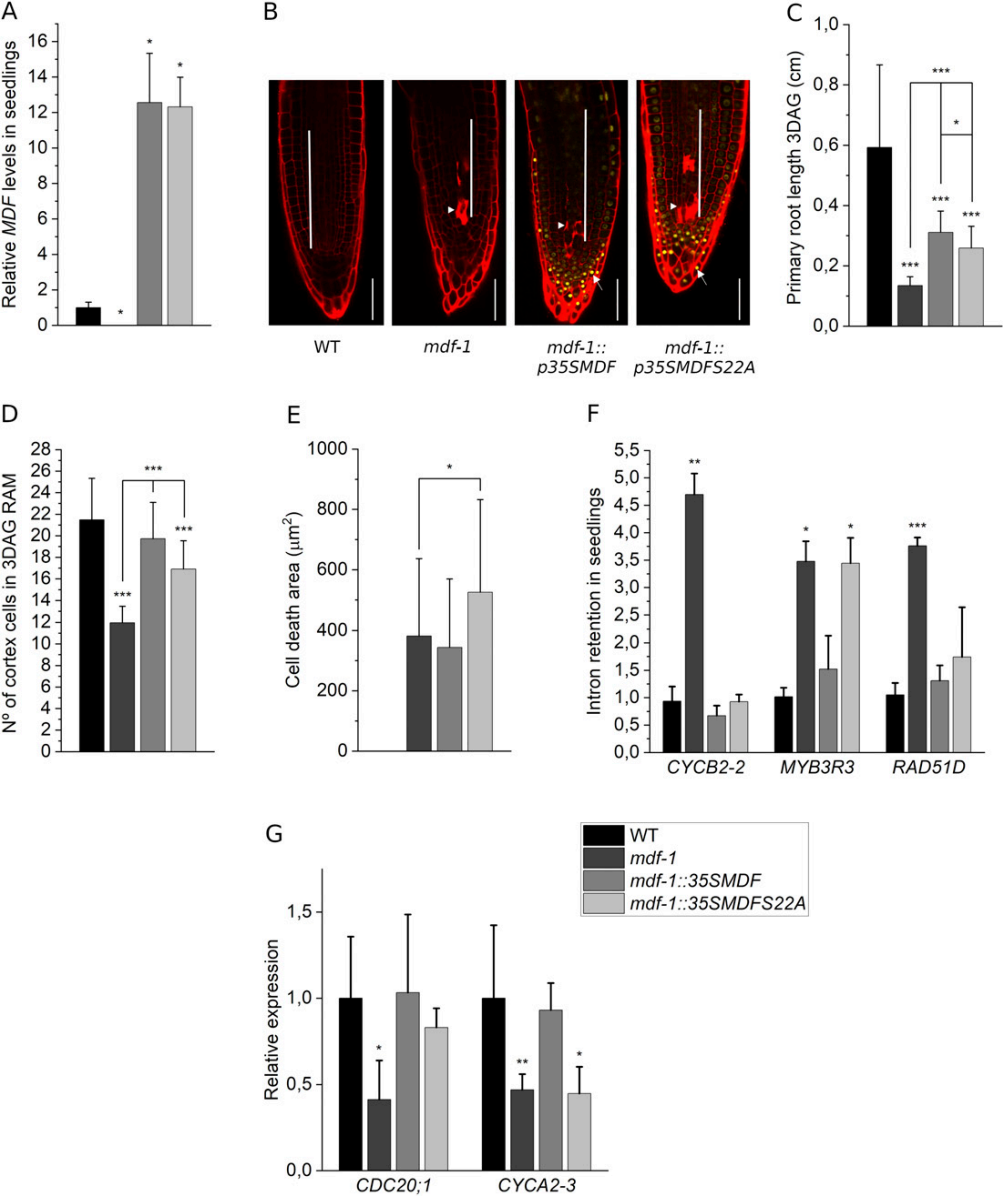
Phosphorylation state of MDF influences its function during cell division control and pre-mRNA splicing. **(A)** *MDF* expression by RT-qPCR in WT, *mdf-1*, *mdf-1::p35SMDF*, and *mdf-1::p35SMDFS22A* 12 days after germination (dag) seedlings (n = 3). Statistical significance was determined in comparison to WT. **(B)** Representative confocal images of PI-stained root tips of WT, *mdf-1*, *mdf-1::p35SMDF*, and *mdf-1::p35SMDFS22A* 3 dag seedlings. Arrowhead marks dead cells. Arrow marks nuclei showing YFP associated fluorescence. White bar indicates the division zone. Scale bar: 50 μm. **(C)** Primary root length of 3 dag seedlings of WT (n = 25), *mdf-1* (n = 15), *mdf-1::p35SMDF* (n = 19), and *mdf-1::p35SMDFS22A* (n = 17). Statistical significance was determined in comparison to WT and *mdf-1*. **(D)** Number of dividing cells in the cortical layer of 3 dag seedlings of WT (n = 40), *mdf-1* (n = 36), *mdf-1::p35SMDF* (n = 10), and *mdf-1::p35SMDFS22A* (n = 10). Statistical significance was determined in comparison to WT and *mdf-1*. **(E)** Quantification of cell death area in 3 dag seedlings of WT (n = 24), *mdf-1* (n = 35), *mdf-1::p35SMDF* (n = 29), and *mdf-1::p35SMDFS22A* (n = 19). Statistical significance was determined in comparison to *mdf-1*. **(F, G)** RT-qPCR analysis to confirm increased IR (F) and down-regulation of mitotic genes (G) found by RNA-seq in samples of 12 dag seedlings of WT, *mdf-1*, *mdf-1::p35SMDF*, and *mdf-1::p35SMDFS22A* (n = 2–3). Statistical significance was determined in comparison to WT. Average ± SD is represented. *P < 0.05; **P < 0.005; ***P < 0.0005 as determined by a two-tailed *t* test.

**Figure S4.**
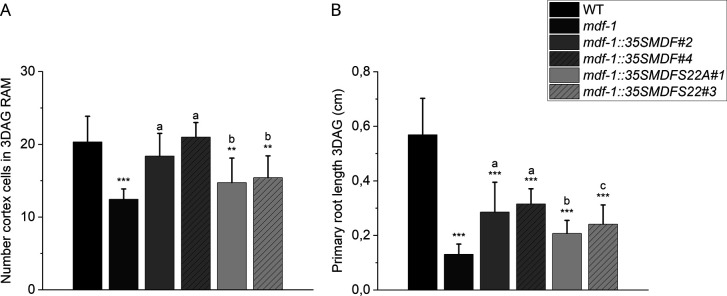
Phosphorylation status of MDF influences its role in root development. **(A)** Number of dividing cells in the cortical layer of 3 days after germination seedlings of WT (n = 12), *mdf-1* (n = 9), and two additional independent transgenic lines for each construct: *mdf-1::p35SMDF#2* (n = 13) and *mdf-1::p35SMDF#4* (n = 5), *mdf-1::p35SMDFS22A#1* (n = 11), and *mdf-1::p35SMDFS22A#3* (n = 22). **P < 0.005 and ***P < 0.0005 as determined in comparison to WT by a two-tailed *t* test. “a” represents statistical significance in comparison to *mdf-1* as determined by a two-tailed *t* test. “b” represents statistical significance in comparison to *mdf-1* and *mdf-1::p35SMDF*#2 and #4 as determined by a two-tailed *t* test. **(B)** Primary root length of 3 days after germination seedlings of WT (n = 12), *mdf-1* (n = 9) and two additional independent transgenic lines for each construct*: mdf-1::p35SMDF#2* (n = 13) and *mdf-1::p35SMDF#4* (n = 5), *mdf-1::p35SMDFS22A#1* (n = 11), and *mdf-1::p35SMDFS22A#3* (n = 22). ***P < 0.0005 as determined in comparison to WT by a two-tailed *t* test. “a” represents statistical significance in comparison to *mdf-1* as determined by a two-tailed *t* test. “b” represents statistical significance in comparison to *mdf-1* and *mdf-1::p35SMDF*#2 and #4 as determined by a two-tailed *t* test. “c” represents statistical significance in comparison to *mdf-1* and *mdf-1::p35SMDF*#4 as determined by a two-tailed *t* test. Average ± SD is shown.

### Loss of conserved plant splicing factors influences DDR

We next aimed at understanding how impaired activity of conserved plant splicing factors might influence DDR signaling. To this end, we tested the sensitivity of mutant lines for three splicing factors to the double-strand breaks inducing drug zeocin. These were *mdf-1* and *mdf-2*, as well as T-DNA insertion lines for the core splicing factor LSM8 and the SR-like protein SR45, which both were reported to be involved in developmental processes and abiotic stress response (Ali et al, 2007; Perea-Resa et al, 2012; Carrasco-Lopez et al, 2017). Seedlings were germinated on MS medium and transferred after 5 d to plates supplemented with zeocin. Measurement of root length at 2, 4, and 6 d after transfer (DAT) revealed that in each of the lines root growth was reduced in the presence of zeocin (Fig 8A). Compared with WT, *mdf-1*, *lsm8-1*, and *sr45-1* were significantly more affected by presenting complete growth arrest already 4 d after transfer to zeocin supplemented media (Fig 8B). Next, we analyzed the impact of zeocin on shoot development by growing seedlings on control medium or medium supplemented with two different concentrations of zeocin. Quantification of the seedlings that formed the first true leaf pair after 10 d of growth revealed that *mdf-1*, *mdf-2*, *lsm8-1*, and *sr45-1* were significantly more affected than WT. Almost no mutant seedling was able to develop true leaves when grown in the highest zeocin concentration (Fig 8C). These results indicated that *mdf-1*, *mdf-2*, *sr45-1*, and *lsm8-1* were hypersensitive to DNA damage treatment. To test whether this was because of an altered transcriptional response to DNA damage, seedlings were incubated for 2 h with zeocin and used for RT-qPCR analysis of the four DDR genes: *BREAST CANCER SUSCEPTIBILITY1* (*BRCA1*), *RAD51*, *POLY* (*ADP-RIBOSE*)-*POLYMERASE1* (*PARP1*), and *POLY* (*ADP-RIBOSE*)-*POLYMERASE2* (*PARP2*). Although all lines showed an increased expression of each of these genes upon zeocin treatment, the level of induction was much lower in *mdf-1*, *mdf-2*, and *sr45-1* than in WT and *lsm8-1* (Fig 8D). PI staining of root tips revealed in each of the lines, including WT, a robust induction of cell death upon zeocin treatment (Fig 8E). Moreover, this analysis revealed that the *sr45-1* mutant exhibited even under control conditions accumulation of dead cells in the division zone of the RAM in a similar pattern as *mdf-1 and mdf-2* (Fig 8F). Together, these results indicated that MDF and SR45 seem to be important for DDR signaling and maintenance of genome stability. To test if DNA damage might influence MDF activity by altering its subcellular localization pattern, we analyzed MDF-GFP or MDF-YFP associated fluorescence in root tips of the complemented line (*mdf-1::pMDFMDFg*) and of *mdf-1::p35SMDF* and *mdf-1::p35SMDFS22A* at control conditions and after treatment with zeocin by confocal microscopy. However, no changes between control and zeocin treated samples were observed (Fig S5). Therefore, the mechanism by which MDF might influence DDR is still unknown.

**Figure 8.**
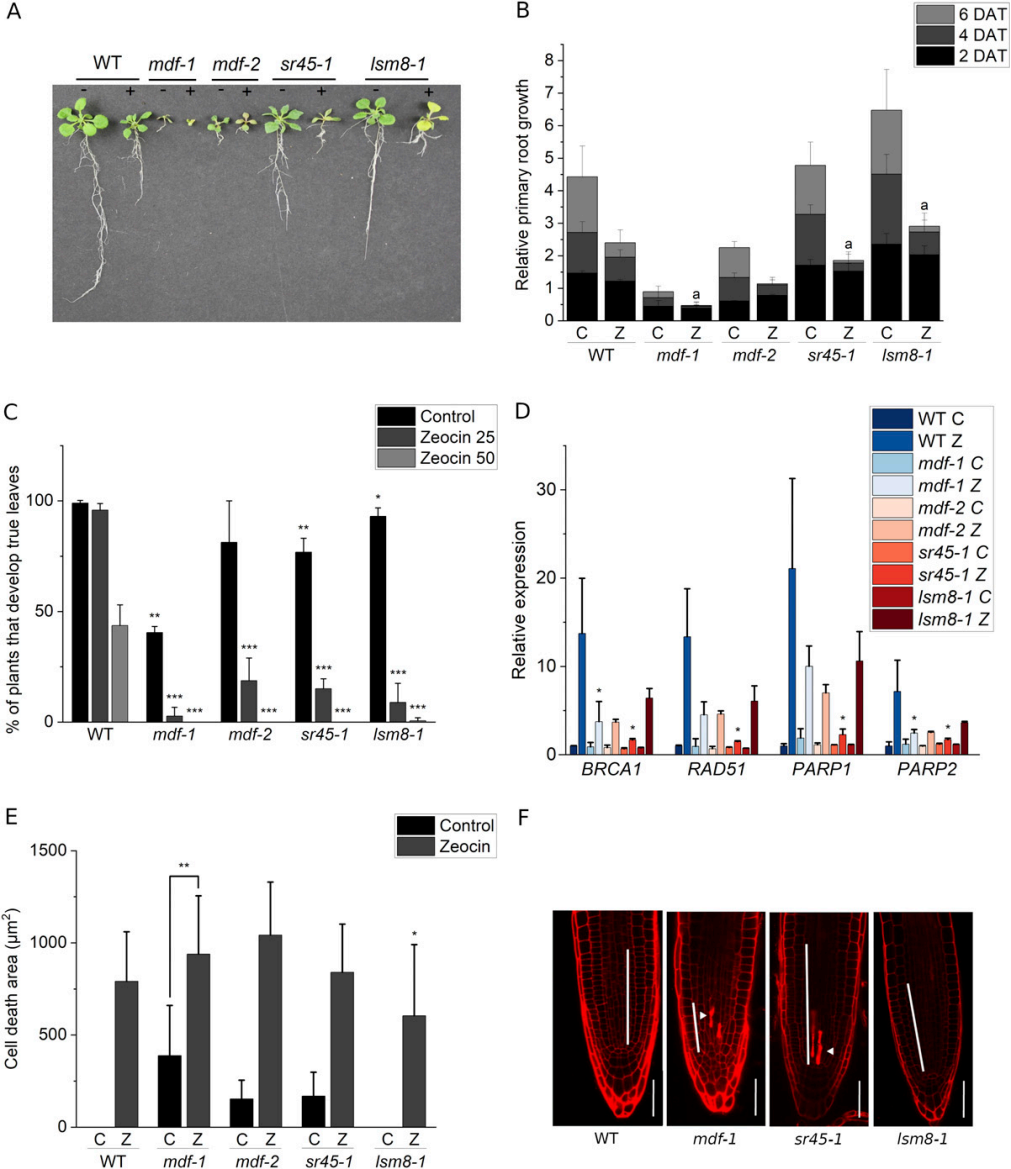
Mutant lines for *MDF*, *LSM8*, and *SR45* exhibit increased sensitivity to zeocin treatment. **(A)** Representative photograph of WT, *mdf-1*, *mdf-2*, *sr45-1*, and *lsm8-1* seedlings at 18 days after germination (dag). At 4 dag, seedlings were transferred to MS medium (−) and MS medium supplemented with 20 μg/ml zeocin (+). **(B)** Quantification of relative primary root growth of seedlings of WT, *mdf-1*, *mdf-2*, *sr45-1*, and *lsm8-1*. **(C)** Root length was measured at 3 dag before transfer and at 2, 4, and 6 d after transfer (dat) to MS medium (C) or medium supplemented with 20 μg/ml zeocin (Z). The panel shows ratio of root length from 2, 4, and 6 dat/3 dag for each line measured in at least three independent experiments (a minimal of 20 plants per line, condition, and experiment were measured). “a” represents no statistical difference between primary root length at 4 and 6 d after transfer according to a two-tailed *t* test. **(C)** Percentage of plants that developed true leaves at 10 dag grown on control conditions (Control) or on medium containing zeocin 25 μg/ml (zeocin 25) or zeocin 50 μg/ml (zeocin 50) for WT, *mdf-1*, *mdf-2*, *sr45-1*, and *lsm8-1*. The panel shows results from at least three independent experiments (at least 20 plants per line, condition, and experiment) *P < 0.05; **P < 0.005; ***P < 0.0005 as determined in comparison to WT by a two-tailed *t* test. **(C, D)** RT-qPCR analysis showing induction of DNA repair genes in two biological replicates of six dag seedlings of WT, *mdf-1*, *mdf-2*, *sr45-1*, and *lsm8-1* grown at control conditions (C) and after transfer to 100 μM zeocin containing medium for 2 h (Z). *P < 0.05 as determined in comparison to WT by a one-way ANOVA post hoc Tukey–Kramer test. **(C, E)** Quantification of cell death area in seedlings that were at two dag incubated for 24 h in MS medium (C) or in medium containing 15 μM zeocin (Z) for WT (n = 38 and n = 39), *mdf-1* (n = 32 and n = 35), *mdf-2* (n = 31 and n = 38), *sr45-1* (n = 31 and n = 30), and *lsm8-1* (n = 32 and n = 35). *P < 0.05; **P < 0.005; ***P < 0.0005 as determined in comparison to WT by a two-tailed *t* test. Average ± SD is shown. **(F)** Representative confocal images of PI-stained root tips of three dag seedlings of WT, *mdf-1*, *sr45-1*, and *lsm8-1* grown on MS medium. Arrowhead marks dead cells. White bar indicates the division zone. Scale bar: 50 μm.

**Figure S5.**
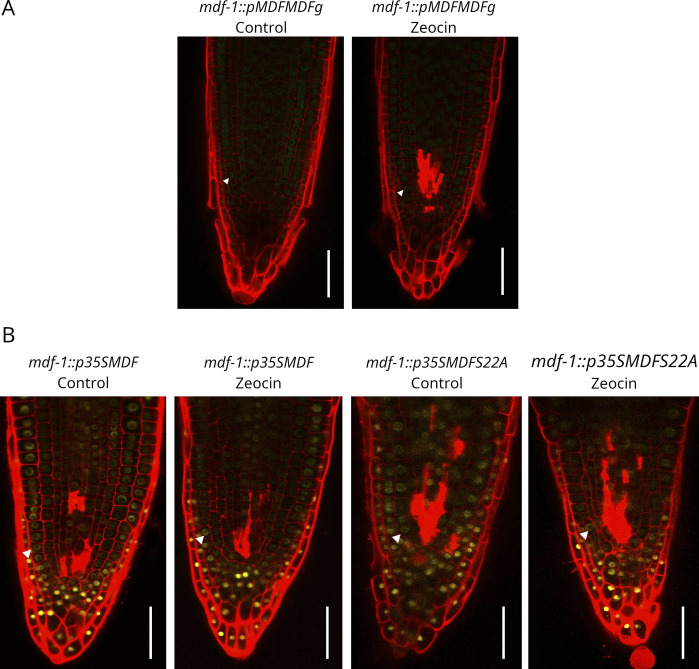
Subcellular localization of MDF is unchanged after DNA damage. **(A, B)** Representative confocal pictures of PI-stained root tips of 3 days after germination seedlings of *mdf-1::pMDFMDFg* (A), *mdf-1::p35SMDF*, and *mdf-1::p35SMDFS22A* (B) at control conditions and after incubation with zeocin (15 μM) for 24 h. GFP- and YFP-derived derived fluorescence is shown in green and yellow, respectively, and indicated by arrowheads. Scale bar: 50 μM.

## Discussion

MDF was previously identified as an important factor for meristem development and proposed to control the expression of patterning genes (Casson et al, 2009). Here, we show that MDF is associated with a core component of the spliceosome and important for correct splicing of numerous transcripts in young seedlings. MDF loss of function was associated with constitutive activation of a similar transcriptional program that is in WT induced upon DNA damage. Our analysis of a dephosphomutant version of MDF indicated that the MDF phosphorylation state was important for its function in maintaining meristem activity. Moreover, we show that additional well-established mutants for plant splicing proteins are hypersensitive to DNA damage treatment, underscoring the importance of alternative splicing mechanisms during plant DDR.

Since in plants a suitable in vitro plant-splicing system is so far not established, the individual components of the plant spliceosome were identified based on sequence similarity to human and yeast proteins (Albaqami et al, 2019). MDF is known as a SART1-like protein that shares 38.9% and 25.9% overall sequence similarity with its human and yeast homologs hSART1 and ySNU66, respectively. We found that MDF interacted with the U6 snRNP–bound protein LSM8 and physically interacts with the U4/U6.U5 tri-snRNP component STA1. Consistent with this, human SART1 and yeast SNU66 co-purified with the U4/U6.U5 tri-snRNP complex. Y2H-based interaction studies revealed that SART1 physically interacted with the U5-associated proteins hBRR2A and hPERP6 and the U4/U6–associated protein hPRP3, whereas in the yeast spliceosome, SNU66 interacted only with the two U5-specific yPRP8 and yBRR2 (Nguyen et al, 2016). Although SART1 was suggested to act as a bridging protein between the U5 and U4/U6 snRNPs, it was found to be not essential for the assembly or the stability of the tri-snRNP, and therefore, its exact function within the spliceosome still remains to be elucidated (Liu et al, 2006). We found that MDF co-localized with the well-studied plant splicing protein SR45 in the nucleoplasm and in nuclear speckles, and our results are in line with data from human cells showing that SART1 accumulates in the nucleoplasm, in nuclear speckles, and also in Cajal bodies in which tri-snRNP assembly occurs (Yildirim et al, 2021). It will be interesting to identify in future experiments all physical interaction partners of MDF within the plant spliceosome and to test whether it might function during tri-snRNP assembly or stability.

We found that under control conditions, the *mdf* mutants display a phenotype characterized by decreased cell division rates, increased endoreduplication level, and accumulation of dead cells in the division zone of the RAM (Figs 1 and S1). In human cells, increased expression of SART1 in different cancer cell lines leads to cell division defects and apoptosis and correlates with altered expression of important cell cycle regulators (Hosokawa et al, 2005). SART1 was also shown to be essential for cell division in breast cancer cells (Kittler et al, 2004), and siRNA-mediated down-regulation of SART1 resulted in increased apoptosis (Allen et al, 2012). However, how these cell division related defects might be associated with altered pre-mRNA splicing is still not completely understood. The MDF phenotype resembles the phenotype of WT seedlings after induction of DNA damage, and accordingly, it also shows altered expression of genes regulated by DNA damage in plants (Yi et al, 2014; Ogita et al, 2018). Among the genes that are highly mis-expressed in the *mdf* mutants are the transcription factors *ANAC044* and *ANAC085* (Fig 5C), whose activation upon DNA damage promotes the stabilization of the MYB3R transcriptional repressors, resulting in reduced expression of G2/M genes and cell cycle arrest (Takahashi et al, 2019). The importance of splicing factors in cell cycle progression in plants has been suggested in a recent study in which the role of PLEIOTROPIC REGULATORY LOCUS 1 (PRL1), a conserved regulator of splicing in plants (Wang et al, 2021), was analyzed. Loss of PRL1 leads to IR of important cell cycle genes including the *CYCD1;1* and *CYCD3;1* and the *prl1* mutant exhibits delayed cell cycle progression and increased resistance to the replication stress inducing drug hydroxyurea (Wang et al, 2021). PRL1 was proposed to be a constitutive positive regulator of cell division that is targeted for degradation upon replication stress (Wang et al, 2021). MDF seems to have a similar function in promoting cell cycle progression by regulating splicing and expression of proliferation-related genes in meristems.

In addition, *mdf* mutants exhibit accumulation of dead cells in the root meristem and a disorganized patterning of the RAM (Fig 1B). A link between pre-mRNA splicing and maintenance of the root stem cell niche was also demonstrated by the analysis of the *rdm16-4* mutant (Lv et al, 2021). RDM16 encodes the core splicing protein PRP3 that is necessary for the assembly of the U4/U6 snRNP (Wan et al, 2016). The *rdm16-4* mutant showed impaired root meristem development and mis-splicing of genes involved in cytokinin signaling and meristem patterning, such as the transcription factors of the PLETHORA family, resulting in reduced cell division rates (Lv et al, 2021). Thus, *rdm16-4* and *mdf-1* mutants show to some extent similar defects in root development. However, the absence of MDF also affects shoot development (Fig 1E), and therefore, MDF has additional functions necessary for plant development and survival, which might be associated with the regulation of stress-induced genes.

We analyzed the overlap of differentially expressed genes in WT upon zeocin treatment and in the *mdf-1* mutant at control conditions and found that there is a significant overlap of 1,353 genes. This result suggests that in the *mdf-1* mutant, response to DNA stress is constitutively activated. Our DDR response assays revealed that upon zeocin treatment, the *mdf-1* and *mdf-2* mutant seedlings showed a hypersensitive phenotype. However, both mutant lines were able to induce the expression of DNA repair genes, although to a lower level than the WT (Fig 8B and C). Our current hypothesis is that MDF is important for safeguarding genome stability in dividing tissues by ensuring proper expression of cell cycle genes at control conditions. In addition, upon DNA stress, it might be involved in the coordination of cell cycle gene expression with the efficient induction of DNA repair genes.

Interestingly, SR45 is homologous to animal RNA BINDING PROTEIN S1, which is implicated in cell cycle control and maintenance of genome stability (Li et al, 2007; Fukumura et al, 2018). The *sr45-1* mutant of *Arabidopsis* was previously shown to exhibit developmental defects including delayed root growth and altered splicing of important genes for plant development (Ali et al, 2007). Our finding that the *sr45-1* mutant accumulates dead cells in the RAM under control conditions and shows decreased induction of DNA repair genes upon DNA damage treatment indicates a so far unknown function for this important splicing regulator in plant DDR. However, despite the constitutive accumulation of dead cells in the RAM, *sr45-1* showed a similar induction of cell death upon DNA damage as WT. In contrast, in *mdf-1*, the relative increase of dead cells upon DNA damage is diminished (Fig 8E). It will be interesting to test in future experiments if MDF—similar to its human homolog SART1—is directly involved in cell death activation in dividing cells.

Our genome-wide analysis of pre-mRNA splicing defects revealed that 1,894 IR events occurred in *mdf-1* compared with WT. By comparing the list of 1,521 genes showing IR in *mdf-1* with those that were mis-spliced in previously published mutants for three other components of the plant tri-snRNP, we found that about 50% of IR target genes were only mis-spliced in *mdf-1* but not affected in any of the other three mutants tested. Interestingly, those targets that were only mis-spliced in *mdf-1* were enriched for genes involved in stress response and RNA or DNA metabolism. This could indicate that correct splicing of these MDF-specific targets can still occur in the absence of either of the three other splicing proteins but not in the absence of MDF. Whether MDF is itself involved in targeting the spliceosome to these targets or whether this is a down-stream effect caused by mis-splicing or mis-expression of other spliceosome proteins still needs to be resolved.

It was previously shown that the phosphorylation of MDF at S22 increases in seedlings upon DNA damage treatment (Roitinger et al, 2015). We performed complementation experiments using a dephosphomutant version of MDF to test if the phosphorylation at S22 was important for MDF function. Indeed, we found that the dephosphomutant version of MDF was unable to fully complement the cell division phenotype of *mdf-1* (Fig 7).

Splicing-related proteins have been previously identified as major phosphorylation targets in plants (de la Fuente van Bentem et al, 2006). Phosphorylation of SR proteins in their RS domain was shown to alter their activity by influencing their subcellular location (Huang & Steitz, 2005). Moreover, the pre-mRNA processing 4 KINASE A, whose loss of function was associated with several developmental defects such as late flowering, reduced branching, and lowered seed set (Kanno et al, 2018), was proposed to influence splicing patterns by phosphorylating a subset of splicing regulators (Kanno et al, 2018). A direct link between stress response, phosphorylation, and splicing was recently established by the analysis of mitogen-activated protein kinase 4 (MPK4), a major activator of the plant immune response. The absence of MPK4 leads to altered splicing of several splicing factors and immunity-related protein kinases (Bazin et al, 2020). Our results provide a first insight into the mechanism by which MDF splicing activity might be controlled. However, further experiments are required to find out at a genome-wide level how the MDF phosphorylation state affects the splicing patterns in dividing tissues and how MDF phosphorylation is regulated.

Together, our data suggest the following model: Under control conditions, MDF would promote the expression and correct splicing of genes maintaining cell division and growth in meristematic tissues. When MDF is inactive, a transcriptional program that is normally only induced under stress conditions would then become activated, and this results in cell cycle arrest, induction of endoreplication, and cell death.

## Materials and Methods

### Plant material and growth conditions

Wild type for all experiments was the *Arabidopsis thaliana* accession Columbia (Col-0), and every mutant line used during this study was in Col-0 background. T-DNA insertion lines for *mdf-1* (SALK_040710), *mdf-2* (SAIL_775_F10), *sr45-1* (SALK_004132), *lsm8-1* (SALK_025064), and *atm-2* (SALK_006953) and the mutant line *sog1-7* were previously described (Garcia et al, 2003; Ali et al, 2007; Casson et al, 2009; Perea-Resa et al, 2012; Sjogren et al, 2015). Double-mutants for *mdf-1sog1-7* and *mdf-1atm-2* were generated by crossing. The complementation *line mdf-1::pMDFMDFg* was achieved by floral dipping (Clough & Bent, 1998) using *Agrobacterium tumefaciens* C58C1, harboring full genomic MDF and promoter in the pMDC107 destination vector (Curtis & Grossniklaus, 2003). Primers for fragment amplification were described (Casson et al, 2009) and used for cloning inside the pDONR221 vector (Thermo Fisher Scientific). The transgenic plants overexpressing MDF full-length coding sequence (CDS) were generated by amplifying MDF full-length CDS, excluding the STOP codon with primers described in Table S16 for cloning inside the pENTR-D-TOPO plasmid (Thermo Fisher Scientific) followed by LR recombination reaction with the destination vector pEG101. The final step was floral dipping using the *A. tumefaciens* C58C1 strain. The making of the MDFS22ACDS construct involved an additional step before LR reaction in which serine 22 was exchanged to alanine by site-directed mutagenesis PCR using appropriate overlapping primers harboring the mutation and MDFCDS_pENTR-D-TOPO as template. The PCR product was transformed in *Escherichia coli* TOP10 with previous DpnI incubation to avoid transformation of non-mutated plasmid. Site-directed mutagenesis primers can be found in Table S16. For in vitro analyses, plants were grown either on soil or on Murashige and Skoog (MS) plates containing 1% sucrose and 1% (wt/vol) agar in growth chambers (16 h light, 22°C/8 h dark, 18°C cycles). Seeds were vapor sterilized by a mixture of 2.3 ml of 32% HCl and 50 ml of NaOCl for 3 h.

Table S16 List of primers used for the different experiments.

### Growth assays and propidium iodide and FDA staining

Primary root growth was assessed by germination and growth on MS vertical plates. Plates were scanned at the indicated timepoints. Quantification was achieved using the ImageJ software. Zeocin root growth inhibition experiments were carried out by germinating plants on MS vertical plates and transferring them to control (no zeocin) and zeocin (Invitrogen) 20 μg/ml for 6 additional days. Scanning was performed before transfer (after 4 d in light) and 2, 4, and 6 d after transfer. Primary root length was measured at each timepoint, and growth for each timepoint was determined by subtracting the length of the previous timepoint. Relative growth values were obtained by dividing the lengths of each timepoint by the initial root length measured before transfer. For true leaf formation experiments, plants were germinated and grown on horizontal plates containing no zeocin (Control), zeocin 25 μg/ml (zeocin 25), and zeocin 50 μg/ml (zeocin 50) for 10 d. Percentage of plants showing true leaves was calculated for each of the conditions in at least three independent experiments with a minimum of 20 plants per line, condition, and experiment. Propidium iodide (PI) (Sigma-Aldrich) staining of 2 and 3 dag plants was performed by cutting the root tips of the plants at the desired age and incubating them for 1 min in a 10 μg/ml PI solution. For FDA staining, FDA (Cat. no. F7378; Sigma-Aldrich) was dissolved in acetone to a stock concentration of 5 mg/ml. The stock solution was diluted 1:100 in H_2_O, and seedlings were incubated for 20 min and washed three times in H_2_O before imaging. Imaging was carried out using confocal microscopy with layer specification based on the visualization of the quiescent center. The cell death area occupied by the PI-stained cells was quantified using the ImageJ software. For induction of cell death analyses, before PI staining, plants were transferred to liquid MS medium with or without zeocin at a concentration of 15 μM overnight. The number of dividing cells in the RAM was determined by counting the amount of cortex cells within the dividing zone of the RAM. Layer specification was set based on the visualization of the quiescent center, and the division zone was determined as the population of small and round stem cells and progenitors located underneath the first elongated cell.

### Flow cytometry

Flow cytometry was performed as described previously (Kallai et al, 2020). Nuclei were isolated from seedlings (Partec CyStain UV precise P kit) and analyzed by flow cytometry on BD LSRII (BD Biosciences) with a solid-state laser (Ex 405 nm) and 450/50 band pass filter. Data evaluation was performed in FlowJo from at least three independent experiments. The endoreplication index was determined from percentage values of each C-level.

### Immunofluorescence labeling

Slide preparation of squashed *Arabidopsis* roots and immunolabelling were performed as described in Horvath et al (2017).The anti-α-tubulin (1:1,000; Abcam) and anti-mouse Alexa Fluor 488 (1:600) antibodies were used to visualize mitotic microtubular arrays. Chromatin was counterstained with DAPI. Microscopical analyses were performed using FV10 ASW2.0 and confocal IX-81 FV-1000 Olympus microscopes.

### Co-immunoprecipitation experiments

15 g of 3-wk-old c-lsm8 plants (Perea-Resa et al, 2012) was cross-linked with 1% formaldehyde in PBS, two times for 10 min by vacuum infiltration, followed by 5 min vacuum with glycine to a final concentration of 125 mM. Plant material was rinsed six times with precooled water and frozen in liquid nitrogen. Nuclei isolation was performed as reported previously (Locascio et al, 2013), and LSM8-GFP was immunoprecipitated using the GFP-Trap agarose system (ChromoTek) following the manufacturing indications. SDS–PAGE (10% polyacrylamide) was run till the whole proteome had penetrated in the resolving gel (about 1 cm of total migration). Gels were stained with the Colloidal Blue Staining Kit (Invitrogen). Each proteome was excised and divided in two fractions (“up” and down”). These fractions were cut in small pieces before manual in-gel digestion with trypsin. Excised bands were separately destained with 50 mM ammonium bicarbonate (ABC) (Sigma-Aldrich) and 50% acetonitrile (ACN) (Fisher Chemical). Samples were then reduced with 10 mM dithiothreitol (Bio-Rad) in 50 mM ABC and alkylated with 55 mM iodoacetamide (GE Healthcare Life Sciences) in 50 mM ABC. Then, gel pieces were digested with porcine trypsin (Thermo Fisher Scientific), at a final concentration 12.5 ng/ml in 50 mM ABC, overnight at 37°C. Peptides were extracted using 100% ACN and 0.5% trifluoroacetic acid (Sigma-Aldrich), purified using a Zip Tip (Millipore, Sigma-Aldrich), and dried (3). Finally, samples were reconstituted in 10 μl of 0.1% formic acid before their analysis by nanosystem liquid chromatography–tandem mass spectrometry (nLC–MS/MS). All peptide separations were carried out on an Easy-nLC 1000 nanosystem (Thermo Fisher Scientific). For each analysis, the sample was loaded into a precolumn Acclaim PepMap 100 (Thermo Fisher Scientific) and eluted in a RSLC PepMap C18, 15 cm long, 50 μm inner diameter, and 2 μm particle size (Thermo Fisher Scientific). The mobile phase flow rate was 300 nl/min using 0.1% formic acid in water (solvent A) and 0.1% formic acid and 100% acetonitrile (solvent B). The gradient profile was set as follows: 0–35% solvent B for 90 min, 35–100% solvent B for 4 min, 100% solvent B for 8 min. 4 μl of each sample was injected. MS analysis was performed using a Q Exactive mass spectrometer (Thermo Fisher Scientific). For ionization, 2,000 V of liquid junction voltage and 270°C capillary temperature were used. The full scan method employed a m/z 400–1,500 mass selection, an Orbitrap resolution of 70,000 (at m/z 200), a target automatic gain control (AGC) value of 3 × 10^6^, and maximum injection times of 100 ms. After the survey scan, the 15 most intense precursor ions were selected for MS/MS fragmentation. Fragmentation was performed with a normalized collision energy of 27 eV and MS/MS scans were acquired with a starting mass of m/z 100, AGC target was 2 × 10^5^, resolution of 17,500 (at m/z 200), intensity threshold of 8 × 10^3^, isolation window of 2 m/z units, and maximum IT was 100 ms. Charge state screening was enabled to reject unassigned, singly charged, and equal or more than seven protonated ions. A dynamic exclusion time of 20 s was used to discriminate against previously selected ions. MS data were analyzed with Proteome Discoverer (version 1.4.1.14) (Thermo Fisher Scientific) using standardized workflows. Mass spectra *.raw files were searched against Swiss-Prot *A. thaliana* (thale cress) database (14,986 sequences protein entries) using the Mascot (version 2.6.0, Matrix Science) search engine. Precursor and fragment mass tolerance were set to 10 ppm and 0.02 D, respectively, allowing two missed cleavages, carbamidomethylation of cysteines as a fixed modification and methionine oxidation as a variable modification. Identified peptides were filtered using the Percolator algorithm (Kall et al, 2007) with a q-value threshold of 0.01.

### BiFC, co-localization, and FLIM FRET analyses

For BiFC assays, the CDSs of *MDF*, *LSM8*, and *LSM1a* were amplified from a pool of *Arabidopsis* cDNAs with appropriated primers, cloned into the pDONR207 vector, and then transferred to the pYFN43 and pYFC43 destination vectors for BiFC assays. These constructs were used to transform cells of the *A. tumefaciens* strain GV3101. Transient expression of fusion proteins for BiFC was analyzed by confocal microscopy, 3 d after agroinfiltration in leaves of 3-wk-old *Nicotiana benthamiana* plants grown at 23°C. Analyses were performed at least in triplicate with independent samples. The constructs for FLIM-FRET assays and co-localization experiments were generated by amplifying the CDS excluding the STOP codon of each of the splicing factors by PCR and subsequent cloning into pENTR-D-TOPO for MDF and pDONR221 for LSM2, LSM8, and SR45, followed by LR recombination reaction with the destination vectors pABindGFP and pABindmCherry (Bleckmann et al, 2010). Constructs were transformed in *A. tumefaciens* C58C1 and transiently expressed in 4–6 wk-old *N. benthamiana* leaves. Fluorescence lifetime was acquired with a Leica TCS SP8 confocal microscope (40× water immersion objective). Time-correlated single photon counting was performed with picosecond resolution (PicoQuant Hydra Harp 400). Fluorophores were excited with a 470 nm (r LDHPC470B, 40 MHz) or 485 nm (LDH-D-C-485, 32 MHz) pulsed polarized diode laser with a power of 1 μW at the objective lens. For detection of emitted light, a SMD-adjusted hybrid detector (HyD SMD3) (wavelength set to 500–520 nm) and a TCSPC module PicoHarp 300 (PicoQuant) were used. Image acquisition was performed at zoom 6 with a resolution of 256 × 256 pixel with a dwell time of 20 μs, and photons were collected over 50–60 frames. Fluorescence decay was analyzed in SymPhoTime 64 (version 2.4; PicoQuant) using the Lifetime FRET image analysis tool. TCSPC channels were binned by eight; count threshold was set so that the background was removed. Fluorescence decay was fitted using a multi-exponential decay, and the amplitude-weighted lifetime was considered as the sample’s apparent lifetime. FRET efficiency was calculated as the lifetime of the FRET sample over the arithmetic mean of the lifetimes of the donor-only samples measured in the same experiment: FRETeff = 1 − (τ_FRET_/τ_donor_). All measurements were performed in three independent experiments (n = 8).

### Yeast two-hybrid (Y2H) assays

Full-length CDS of MDF, LSM8, LSM2, and STA1 were amplified and cloned into pDONR221 plasmids. The gateway compatible versions of the GAL4 DNA-binding domain vector pGBT-9 (Bleckmann et al, 2010) and the activation domain vector pGAD424 (Clontech, www.takarabio.com) were used as destination vectors. *S. cerevisiae* strain AH109 was transformed as described in Gietz et al (1997). Positive transformants were selected on yeast minimal medium (SD medium: 0.66% yeast nitrogen base without amino 244 acids, 0.066% amino acid mix, 2% glucose), lacking leucine and tryptophan (SD-LW). Single positive colonies were cultured ON in liquid SD-LW at 30°C and continuous shaking. The day after a pre-culture with OD600 = 0.3 was inoculated using the ON culture as the starter material. After 3 h under continuous shaking at 30°C, optical density was adjusted to OD600 = 4, and a dilution series from 10-1 to 10-3 was made. Spotting of the pre-culture and dilutions was carried out on selection plates containing either SD-LW (growth control) or SD-LWH (interaction test). Three colonies were tested for each of the interactions.

### Confocal laser scanning microscopy

Detection of YFP, GFP, mCherry, and PI was carried out by using the Leica TCS SP8 Confocal Platform (Leica Microsystems). Excitation wavelength of 488 nm was used for detection of GFP and YFP, whereas a laser light of 561 was used for excitation of mCherry and PI. The detection windows ranged from 520–540 (YFP), 496–514 (GFP), 590–630 (mCherry), and 600–636 (PI). For BiFC analyses, images were collected using a TCS SP5 confocal laser scanning microscope (Leica Microsystems). The excitation line for imaging YFP fusions was 514 nm.

### RNA extraction and RT-qPCR analyses

Total RNA was extracted from complete seedlings of the different ages using the innuPREP Plant RNA kit (Analytik Jena Bio solutions). cDNA synthesis was carried out by using the QuantiTect Reverse Transcription Kit (QIAGEN). Rotor-Gene SYBR Green (QIAGEN) and the Rotor-gene-Q cycler (QIAGEN) were used for performing the quantitative PCRs. Generated data were quality-controlled and normalized to the reference genes *FASS* (*AT5G18580*) and *SAND* (*AT2G28390*) using the qbasePLUS software (Hellemans et al, 2007). For validation of intron retention events visualized on the Integrative Genomics Viewer software, two primers pairs were designed to specifically detect intron and exon transcripts. Exon primers annealed to the exon junction, whereas intron-specific primers annealed inside the retained intron. Intron retention was quantified by dividing intron expression by exon-specific expression. All primers are listed on Table S16.

### RNA sequencing

Total RNA was extracted from three different biological replicates containing 12-d-old seedlings of WT and *mdf-1* using the innuPREP Plant RNA Kit (Analytik Jena Bio solutions). RNA quality assessment, library preparation, sequencing, and bioinformatics analyses were performed by Novogene Co. Integrity and quantitation of the extracted RNA were measured using the RNA Nano 6000 Assay Kit of the Bioanalyzer 2100 system (Agilent Technologies). With 1 μg RNA per sample as input material, sequencing libraries were subsequently generated using the NEBNext UltraTM RNA Library Prep Kit for Illumina (NEB) following the manufacturer’s recommendations. Index codes were also added to attribute sequences to each sample. Clustering of the index-coded samples was carried out on a cBot Cluster Generation System using PE Cluster Kit cBot-HS (Illumina) following manufacturer’s instructions. Afterward, library preparations were sequenced on an Illumina NovaSeq 6000 platform and ∼50 million 150 paired end reads per sample were generated. To ensure the high quality of the samples, only clean data were used for subsequent analyses. This was achieved after the removal of reads containing adapter and poly-N sequences and reads with low quality from the raw data. Mapping against the *Arabidopsis* TAIR10 reference genome was performed using the HISAT2 software. Reads per kilobase of exon model per million mapped reads (RPKM) of each gene was calculated based on the length of the gene and reads count mapped to this gene. Differential expression analyses between *mdf-1* and WT were carried out using the DESeq2 R package with the Benjamini and Hochberg’s approach for adjusting *P*-values according to the false discovery rate. Genes with adjusted *P*-value < 0.05 were considered as differentially expressed. Gene Ontology (GO) enrichment analyses was performed using the GO term finder software from Princeton University (Boyle et al, 2004) and the degree of significance of selected relevant terms (−log_10_-*P*adj) was graphically represented together with the number of genes (n) found in the different categories. Alternative splicing analysis was performed with the rMATS software. Events with adjusted *P*-value < 0.05 were considered as alternatively spliced. Venn diagrams were generated with the online software Venny 2.1 generated by Juan Carlos Oliveros (BioinfoGP, CNB-CSIC). Statistical significance of the overlaps represented was calculated based on a normal approximation of a hypergeometric probability formula implemented at the web tool http://nemates.org/MA/progs/overlap_stats.html. *Arabidopsis* reference number of protein-coding genes was set to 27474.

## Data Availability

The genome-wide RNAseq data presented in this publication are available on the Gene Expression Omnibus database GSE197898 (https://www.ncbi.nlm.nih.gov/geo/).

## Supplementary Material

Reviewer comments

How the deposited data were processed for this re-analysis (not part of the article)

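Poly(A) selection or rRNA depletion is not named in the paper's text, which gives the NEBNext Ultra RNA kit for library preparation and an Illumina NovaSeq for sequencing. The libraries came from whole 12-day-old seedlings, 3 of WT and 3 of *mdf-1*, and were grouped by the genotype in the sample labels. The authors cleaned and aligned the reads and deposited counts per gene and library, without normalization, and these counts were the input of every comparison of transcript levels. They cover 32998 genes, of which 165 are unannotated loci listed by the authors. The same table holds FPKM values, counts divided by the authors' size factors and a DESeq2 comparison of *mdf-1* with WT. These were checked against the counts, and only the calls of the authors' comparison were used, where a value is given as theirs. The program that counted the reads and its treatment of reads shared by several genes are not named in the text.

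The splicing events were not derived again. They were taken from Tables S1-S5, which hold the authors' rMATS events, and an event with an IncLevelDifference above 0 in the IR table was taken as increased IR. The lists of zeocin-regulated genes, SOG1 targets, cell cycle genes and Rep-MYB targets came from Tables S13-S15. Tables S10, S11 and S12 are shortened in the copy used here, so GO terms were not analysed here, and families of genes were picked from the words of the gene descriptions instead. Intron numbers, exonic lengths, GC contents and positions came from the TAIR10.1 annotation and genome, to which 32548 genes were matched by their locus identifier. Introns were counted and numbered over the distinct introns of all annotated transcripts of a gene. Stratification by number of introns pooled the larger numbers into classes.

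Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and tables were handled in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, with figures from matplotlib 3.10.9. Genes were kept with filterByExpr at its default settings, scaled with TMM and tested with glmQLFit (robust) and glmQLFTest, with genotype as the only term. A gene was called up- or down-regulated at a Benjamini-Hochberg adjusted p below 0.05. Standard errors were derived from the log2 fold change and the F statistic. The log2 normalized counts (edgeR's cpm) for principal components and set tests used a prior count of 2. The same steps were tested on simulated data, with 200 changed genes among 22370 tested in 3 against 3 libraries. The edgeR test called all 200 with the right sign and made 8 false calls among 22110 unchanged genes. The simulation gave all genes the same dispersion and left most of them unchanged. It therefore does not test the scaling or the calls where most genes change, as in these libraries.

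Overlaps were tested with two-sided Fisher exact tests against the genes tested for expression, restricted for IR to those with an annotated intron, with 95% confidence intervals. Sets were tested with camera at a preset correlation of 0.01. Differences between lists used 100000 permutations, correlations across genes 10000 permutations, comparisons of introns within genes 100000 sign-flip permutations, and length trends 1000 bootstrap draws. Lists of marker genes for photosynthesis, DNA replication, endodermis, root hairs and root tip were written down before their values were looked up. A fold against a group with no more than 3 counts in any library is given as a lower bound computed from 3 counts. A floor of 3 counts was also the limit given for a count of 0. A permutation test of 3 against 3 libraries cannot give a p below 0.1.

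The main tests, their settings and the genes to be named were chosen before the data were examined. The named genes were all genes the text names for expression or splicing in these libraries, and the 5 genes with the largest positive and the 5 with the largest negative log2 fold change among genes with an adjusted p below 0.05, a mean count of at least 100 and no overlap between the groups. The alternatives set at that time were DESeq2, RLE, upper-quartile and total-count scaling, no filter, a filter of at least 10 counts in every library, a replicate term, each library left out in turn, an adjusted p below 0.01, protein-coding genes only, the paper's reference number of 27474 genes, stratification by decile of expression, an IncLevelDifference above 0.1, IR in either direction, and other set tests. Alternatives for FPKM values were not run, because counts were deposited. The stratified comparisons by number of introns, exonic length and GC content, the overlap of IR with the changed genes of both directions, and the scalings and filters for the families were added after the data were seen. The tests of marker lists, length, intron properties and classes of non-coding genes were also chosen after the counts had been opened, most of them before their own result was known. The RT-qPCR experiments, the comparison with other splicing mutants and the imaging have no counts in this table and were not analysed here.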

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

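The tests of overlap for the snoRNA genes and for the unannotated loci, and the test of RNA without a poly(A) tail, were chosen only after the result was seen. Several kinds of loci that the paper does not discuss held signals above the WT level in the deposited counts.

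Among the 635 tested lncRNA loci, 152 were up-regulated and 103 down-regulated in *mdf-1*, so that 59.6% of the changed loci were up-regulated (exact binomial test, two-sided, p = 0.00258). With each library left out in turn the share was lower, at 53.3% to 58.8%. Under total counts the share was 48.2%, where it was 36.9% for protein-coding genes. A bias by GC content or length was argued against as the whole cause, since the odds ratio against changed coding genes of the same length and GC content was 1.41 (95% confidence interval 1.06 to 1.87). Reads of overlapping genes stay open. Of the changed loci that overlap no other listed gene, 17 were up-regulated and 16 down-regulated, which is 51.5% with an exact 95% interval of 33.5% to 69.2%. This interval holds both an even split and the share of the whole class, so an excess of lncRNA and reads from neighboring genes cannot be told apart for these loci. The strand of the reads is not in the counts. An effect of MDF on these transcripts was not tested and stays open.

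Of 121 tested snoRNA genes, 41 were up-regulated and 14 down-regulated, a share of 74.5% that stayed between 66.7% and 75.0% over the scalings (exact binomial test, two-sided, p = 3.55e-04). Their median log2 fold change was 0.24. The share of all tested snoRNA genes that were up-regulated was not higher than that of coding genes (odds ratio 1.003, 95% confidence interval 0.670 to 1.48). It was higher only against coding genes of the same length and expression (2.22, 95% confidence interval 1.17 to 4.19). Of the changed snoRNA genes that overlap no other gene, 20 were up-regulated and 10 down-regulated (66.7%, exact binomial test, two-sided, p = 0.0987), too few to exclude reads of host genes. A candidate explanation is that the *mdf-1* libraries hold more RNA without a poly(A) tail. In line with it, the 20 tested rRNA, tRNA and snRNA genes had a median log2 fold change of 0.772, with 10 up-regulated and 2 down-regulated. The share of counts on these 3 classes was 0.0579% to 0.0722% in *mdf-1* and 0.0382% to 0.0518% in WT. This remains a hypothesis, and a change in snoRNA processing in *mdf-1* was not tested.

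Of 162 tested unannotated loci listed by the authors, 67 were up-regulated and 53 down-regulated. The balance did not differ from an even split (55.8%, exact binomial test, two-sided, p = 0.235), and it was 49.2% under the scaling that gave the lowest share. Overlap with another gene was argued against for most of the up-regulated loci, since 61 of the 67 overlap no other gene of the table. Reads that run on from a neighboring gene were not tested, and no biological explanation was tested for these loci.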

How the results depend on the processing

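The comparisons stratified by number of introns, exonic length or GC content, the overlap of IR with the changed genes of both directions, and the scalings and filters of the families were chosen after seeing the data. The numbers of up-regulated genes (5561 to 7775) and of down-regulated genes (6158 to 9339) stayed within 1.5 times the reported numbers under all 15 alternatives. The zeocin overlap (odds ratios from 1.18 to 2.03), the Rep-MYB overlap (6.23 to 14.5) and the SOG1 target set (medians from 0.17 to 0.35) kept their direction and stayed past the threshold under all 15 alternatives of each. The Rep-MYB target set kept its direction, with medians from -0.84 to -0.62. It lost the threshold only in camera with an estimated correlation, where the median was -0.695 (p = 0.256).

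Fewer genes were tested when at least 10 counts were required in every library, and the numbers of genes beyond a log2 fold change of 2 and -2 fell to 331 and 694. The SOG1 overlap passed the threshold without a filter (odds ratio 1.73) and against 27474 genes (1.67), and its odds ratio was 1.5 to 1.65 over the fits that each left out one library. It was past the threshold without replicate 3 of *mdf-1* (Fisher exact test, p = 0.0302) and without replicate 1, 2 or 3 of WT (p = 0.0253, 0.0208 and 0.0258). The other 9 of 15 alternatives did not pass it. These 27474 genes include genes that were not tested, which raises the odds ratio of any list of expressed genes.

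The overlap of increased IR with down-regulated genes lost the threshold within classes of intron number (1.04), and also with expression taken into account (1.01). Within deciles of exonic length it reversed to 0.857. It was larger without a filter (1.31), against 27474 genes (1.51), under total counts (1.18) and with an IncLevelDifference above 0.1 (1.21). Over the fits that each left out one library it was 1.09 to 1.16, and it lost the threshold without replicate 1 (Fisher exact test, p = 0.164) or replicate 2 (p = 0.0588) of *mdf-1*. For up-regulated genes the depletion was weaker without a filter (0.919) and with number of introns and expression taken into account (0.902). It reversed against 27474 genes (1.14) and within deciles of exonic length (1.04). For changed genes of both directions, a depletion past the threshold was seen with DESeq2 (0.844), RLE (0.883) and upper-quartile scaling (0.863), with at least 10 counts in every library (0.867), and within deciles of expression (0.885), exonic length (0.888) and GC content (0.883). The range over the fits that each left out one library was 0.858 to 0.925, and it was past the threshold without replicate 2 or 3 of *mdf-1* and without replicate 1 or 2 of WT (Fisher exact tests, p = 0.0103 to 0.0389). Without a filter it reversed to 1.19 and against 27474 genes to 1.62. Beyond the added genes of these backgrounds, the cause was not tested.

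With a replicate block, the replicate number as a term of the model, the depletion among changed genes was 0.891 (Fisher exact test, p = 0.0486) and late embryogenesis abundant proteins among down-regulated genes reversed to 1.09. The numbers were not taken to pair the samples, since after the group means were removed the correlation across genes of libraries with the same number was weak in every case (r = 0.044, -0.003 and 0.08), although the highest of these lies above the range of the others (-0.089 to 0.048).

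Under total counts the number of family tests past the threshold fell from 16 to 10. Families whose odds ratio crossed 1 were all far from the threshold. Under total counts these were WRKY proteins (down-regulated, 0.890), disease resistance proteins (up-regulated, 1.11) and histones (down-regulated, 1.18). Under upper-quartile scaling they were WRKY proteins (down-regulated, 0.957) and late embryogenesis abundant proteins (up-regulated, 1.1). With at least 10 counts in every library the same families gave 0.990 and 1.06. Glutathione S-transferases among down-regulated genes gave 1.15 with DESeq2 and 1.21 without a filter, where disease resistance proteins (up-regulated) gave 1.01 and histones (up-regulated) 1.16. Over the fits that each left out one library the ranges that crossed 1 were 0.836 to 1.08 for glutathione S-transferases, 0.915 to 1.13 for WRKY proteins and 0.620 to 1.18 for late embryogenesis abundant proteins, each among down-regulated genes, and 0.815 to 1.06 for histones among up-regulated genes. In the single families, 30 other values were weaker, 11 of them for splicing factors and snRNP proteins and 10 for cyclins and cyclin-dependent kinases among up-regulated genes. Another 5 were stronger, 3 of them for down-regulated splicing factors and snRNP proteins, and the others for up-regulated glutathione S-transferases and WRKY proteins without replicate 3 of *mdf-1*. The cause was not tested.

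Genes with a log2 fold change near 0 changed sign under total counts, where the log2 fold change was -0.0916 for *MYB4R1*, -0.0938 for *MYB3R3*, -0.0560 for *RAD51D*, -0.0564 for *BRCA1*, -0.0310 for *SOG1* and -0.0621 for *FASS*. These shifts are smaller than or near the shift of the median of all genes under that scaling. *SAND* lay between -0.0163 and 0.0141 over the fits that each left out one library. Among the single genes, 14 other values were weaker and 3 stronger. *SKP2B*, *GES* and AT2G38240 (*ANS*) made up most of the weaker ones. Genes with few counts limit what the depth can show, as for *ANAC085* with 3 or 4 counts per WT library.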

Differences from the paper's values

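For the overlap of increased IR with the changed genes, the p-value was 0.0568, with an odds ratio below 1. On the scale of minus log10 p this is 1.25, against the paper's about 11 in Fig 4D, read by eye, where the p-values are printed as upper limits. None of the alternatives set before the data were examined came within 1.5 times the paper's p-value. Against 27474 protein-coding genes the p-value was 8.46e-18, which is 17.07 on that scale, with an odds ratio above 1 (1.62). This p-value lies below the paper's upper limit. Without the filter on expression the p-value was 0.00241 (1.19). The overlap was computed after seeing the values.

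For increased IR and down-regulated genes, the p-value was 0.0259, which is 1.59 on the scale of minus log10 p, against the paper's about 9.3 in Fig 4D, read by eye. None of the alternatives set before the data were examined came within 1.5 times the paper's p-value. Against 27474 protein-coding genes the p-value was 1.76e-12, which is 11.76 on the scale of minus log10 p. That lies below the paper's p-value, which is printed as an upper limit, so with this background the values do not conflict.

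For increased IR and up-regulated genes, the p-value was 4.31e-05 for a depletion, which is 4.37 on the scale of minus log10 p, against the paper's about 0.80 in Fig 4D, read by eye. Without the filter on expression it was 0.163. The other alternatives set before the data were examined did not close the gap.

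For the zeocin-regulated genes among changed genes, the p-value was 5.39e-05 against the paper's 2.502e-47. None of the alternatives set before the data were examined came within 1.5 times the paper's p-value. Against 27474 protein-coding genes, the reference number that the paper's methods name, it was 5.30e-46.

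For the SOG1 targets with IR or a log2 fold change beyond 2, the p-value was 0.0601 against the paper's 0.024. Against 27474 protein-coding genes it was 0.0211, and it was 0.0302 without replicate 3 of *mdf-1* and 0.0253, 0.0208 and 0.0258 without replicate 1, 2 or 3 of WT. These alternatives came within 1.5 times the paper's p-value. Without the filter on expression it was 0.0128, past the threshold but farther from the paper's value, and the other alternatives set before the data were examined stayed above the threshold.

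The paper states that mis-spliced genes overlap significantly with the differentially expressed genes. In the re-analysis their share of changed genes was 66.2%, against 68.5% of all tested genes with an intron. The paper states that mis-spliced and up-regulated genes do not overlap significantly. In the re-analysis up-regulated genes were less frequent among mis-spliced genes than among all tested genes with an intron (30.1% against 35.0%). The paper reports a significant overlap with the SOG1 targets, which did not reach the threshold with the tested genes as background. Fig 5F shows less *MDF* transcript in *mdf-1* than in WT by RT-qPCR, whereas the count over the whole gene was higher in *mdf-1* (log2 fold change 0.32). In root tips, the paper's RT-qPCR found *MDF* expressed in *mdf-1* before the insertion but not after it. The count does not separate these parts of the gene. The paper's text gives 7872 down-regulated genes, and the authors' deposited table lists 7672. Of the 14 genes that the paper measures for IR by RT-qPCR, 2 have no IR event in Table S1, *CYCP3-2* (AT3G60550) and *KRP6* (AT3G19150).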

Other observations

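The tests of the number of introns against the length of down-regulated genes, the comparison with RT-qPCR for exchanged labels, the test of overlap for miRNA genes, and the splits for the overlap of IR with all changed genes were chosen only after the result was seen.

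The 6 libraries can be divided into 2 groups of 3 in 10 ways. The number of up-regulated genes, the number of down-regulated genes, the numbers beyond a log2 fold change of 2 or -2 and the SOG1 target set were each as large in 1 of the 10 splits, the real one. The same count of 1 for the overlaps of IR with up-regulated, down-regulated and changed genes, for the overlaps of the zeocin-regulated genes, SOG1 targets and Rep-MYB targets, and for the number of families past the threshold is no separate test. Without changed genes in the other splits, these only restate the number of changed genes. The Rep-MYB target set had a camera p as small in 4 of the 10 splits, although its median was as large only in the real one. The other 9 splits gave 0 changed genes at an adjusted p below 0.05 and between 16 and 251 genes at an unadjusted p below 0.05. With 10 splits the share cannot fall below 0.1, so a grouping by chance cannot be told apart from the genotype by this count alone.

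The gene-level count of *MDF* was not lower in *mdf-1*. An exchange of labels for 1 or 2 libraries of each genotype was argued against, since the real split gave 15089 changed genes and no other split gave any (at most 251 at an unadjusted p below 0.05). An exchange of all labels would leave this count as it is, but it was argued against by the RT-qPCR of Fig 5D and 5E. All 9 genes measured there, *ANAC044*, *ANAC085* and 7 mitotic genes, changed in the direction of the *mdf-1* seedlings, without overlap between the groups. The paper's RT-qPCR of root tips goes with transcription upstream of the insertion. There *mdf-1* still expressed the part of *MDF* before the insertion, but not the part after it. For these libraries it stays open, because the log2 fold change of 0.32 is that of a count over the whole gene. The reads along the gene were not used here.

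The share of up-regulated among changed genes depends on the scaling of the libraries, since it was 49.7% with TMM and 37.3% with total counts. The counts hold no added standard, so whether the total amount of RNA per cell differs between the genotypes stays open.

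Fewer dividing cells in the seedlings could lower the Rep-MYB targets. The list of 24 DNA replication genes had a median log2 fold change of -0.14. Of these genes, 11 were down-regulated and 2 up-regulated (11 and 1 when adjusted over the list alone). Camera with the preset correlation gave p = 0.141 and fry, which does not compare a list with other genes, p = 0.0178. The Rep-MYB targets outside that list had a median that differed from theirs by -0.558 (permutation test, two-sided, p = 1e-05, the smallest that 100000 permutations can give). That permutation treats genes as independent. The difference cannot decide the question, because the paper reports more endoreplication in *mdf-1*, in which DNA is replicated without division. Fewer dividing cells as the whole cause therefore stay open. A smaller number of cells in mitosis alone was not tested and stays open as well.

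Lists of root genes fell far more than these. All 13 root hair genes were down-regulated with a median log2 fold change of -1.94 (p = 4.94e-06 in camera with the preset correlation and 1.08e-04 in fry), all 10 endodermis genes with -2.78 (5.53e-06 and 3.12e-05), and 4 of 5 root tip genes with -2.87 (0.0175 and 7.23e-05), the same numbers when adjusted over the list alone. With an estimated correlation none of the 3 lists passed the threshold (p = 0.0927 to 0.0941). The 22 photosynthesis genes had a median of 0.12 (camera with the preset correlation, p = 0.301; fry, p = 0.497), with 5 up-regulated and 2 down-regulated (4 and 2 when adjusted over the list alone). A smaller share of roots in the *mdf-1* seedlings may contribute. Root hair and endodermis genes moved apart by 0.84 on the log2 scale (permutation test, two-sided, p = 0.00362, the same after Benjamini-Hochberg adjustment of the 3 comparisons of lists). This cannot decide whether a smaller share of roots is the whole cause. The lists may differ in how much of their expression lies in roots, and the make-up of the root itself may differ. The shares of the organs were not measured in these libraries.

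Among genes with increased IR, a larger IncLevelDifference went with a lower log2 fold change. Across 1416 genes, which are not independent replicates, Spearman's rho was -0.173 and Pearson's r was -0.298, and with expression removed rho was -0.149 (permutation tests, two-sided, each p = 1e-04, the smallest that 10000 permutations can give). These were the 3 relations computed, and the Benjamini-Hochberg adjusted p of each was 1e-04. The share of down-regulated genes rose from 28.7% in the lowest quartile of IncLevelDifference to 43.9% in the highest. A loss of transcripts that retain more of the intron is a candidate explanation. For the overlap of increased IR with down-regulated genes as such, the number of introns and the length of the transcripts each account for the excess. The odds ratio was 1.04 within classes of intron number and 0.857 within deciles of length. GC content was argued against as the whole cause (1.22 within deciles). The authors' inclusion levels and the counts come from the same reads, so an intron with many reads and a low count are not separate measurements.

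Genes that were down-regulated were longer. In the decile of the longest coding genes 67.4% were down-regulated and 11.2% up-regulated, against 26.0% and 41.7% in the shortest. A length bias of the library preparation was argued against as the whole cause, since Spearman's rho between length and log2 fold change was -0.249 in coding genes with introns (95% bootstrap interval -0.264 to -0.236) and -0.0721 in those without (-0.109 to -0.0347). Between libraries of one genotype it was between -0.0734 and 0.0264. A loss of transcripts with many introns is a candidate explanation, since genes with 9 or more introns were down-regulated more often than genes with 1 to 8 within deciles of length (odds ratio 1.25, 95% confidence interval 1.15 to 1.35). A loss in proportion to the number of introns was argued against, since genes with 4 to 8 introns were down-regulated less often than genes with 1 to 3 within deciles of length (odds ratio 0.721, 95% confidence interval 0.666 to 0.781). The share of down-regulated genes was 40.2% without introns, 32.2% with 1 intron, 29.5% with 2 to 3, 27.4% with 4 to 8 and 46.3% with 9 or more. The candidate explanation covers the last of these classes only.

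Of 59 tested miRNA genes, 40 were down-regulated and 3 up-regulated in *mdf-1*, with a median log2 fold change of -1.28, and the share of up-regulated among changed genes was 6.52% to 7.69% over the scalings. Reads of overlapping genes were argued against, since among the changed miRNA genes that overlap no other gene 26 were down-regulated and 2 up-regulated (7.14% up-regulated, exact 95% interval 0.877% to 23.5%). Low expression or short length was argued against as the whole cause by an odds ratio of 6.68 against coding genes of the same length and expression (95% confidence interval 2.95 to 15.1). The share of all counts that fell on miRNA genes was not lower, at 0.0180% to 0.0212% in *mdf-1* and 0.0196% to 0.0203% in WT. The locus with the most counts, AT3G06345, which overlaps another gene, had a log2 fold change of 1.32, and *MIR414* one of 0.35. The counts are those of long primary transcripts, and mature miRNAs were not measured. A lower level of the primary transcripts of most miRNA genes in *mdf-1*, but not of their sum, is a hypothesis found and tested on the same data, and the paper does not report it.

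Retained introns differed from the other introns of the same genes. In 1405 genes with both kinds, introns with increased retention had a length that differed by -0.131 on the log2 scale on average (SD 0.938; shorter in 64.3% of genes) and had a GC content higher by 0.747 percentage points (SD 4.13; higher in 57.6%), each with p = 1e-05 in a two-sided sign-flip permutation test, the smallest that 100000 permutations can give. Their position along the gene did not differ (permutation test, p = 0.349). With the test of decreased retention below, 4 comparisons of introns were made, and the Benjamini-Hochberg adjusted p was 2e-05 for length and GC content. These shifts are small beside their spread. The medians of retained and other introns were 101 and 102 bases, and 33.4% and 33.0% GC. That rMATS finds short introns more readily was argued against, since introns with decreased retention were longer than the others by 0.343 (134 genes, permutation p = 4e-05, adjusted p = 5.33e-05 by Benjamini-Hochberg).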
